# Differential roles of GDF15 and FGF21 in systemic metabolic adaptation to the mitochondrial integrated stress response

**DOI:** 10.1016/j.isci.2021.102181

**Published:** 2021-02-12

**Authors:** Seul Gi Kang, Min Jeong Choi, Saet-Byel Jung, Hyo Kyun Chung, Joon Young Chang, Jung Tae Kim, Yea Eun Kang, Ju Hee Lee, Hyun Jung Hong, Sang Mi Jun, Hyun-Joo Ro, Jae Myoung Suh, Hail Kim, Johan Auwerx, Hyon-Seung Yi, Minho Shong

**Keywords:** Physiology, Cell Biology, Systems Biology

## Abstract

Perturbation of mitochondrial proteostasis provokes cell autonomous and cell non-autonomous responses that contribute to homeostatic adaptation. Here, we demonstrate distinct metabolic effects of hepatic metabokines as cell non-autonomous factors in mice with mitochondrial OxPhos dysfunction. Liver-specific mitochondrial stress induced by a loss-of-function mutation in *Crif1* (LKO) leads to aberrant oxidative phosphorylation and promotes the mitochondrial unfolded protein response. LKO mice are highly insulin sensitive and resistant to diet-induced obesity. The hepatocytes of LKO mice secrete large quantities of metabokines, including GDF15 and FGF21, which confer metabolic benefits. We evaluated the metabolic phenotypes of LKO mice with global deficiency of GDF15 or FGF21 and show that GDF15 regulates body and fat mass and prevents diet-induced hepatic steatosis, whereas FGF21 upregulates insulin sensitivity, energy expenditure, and thermogenesis in white adipose tissue. This study reveals that the mitochondrial integrated stress response (ISR^mt^) in liver mediates metabolic adaptation through hepatic metabokines.

## Highlights

• Hepatic mitoribosomal defect in LKO mice leads to the ISR^mt^ and metabolic reprogramming
• LKO mice have increased insulin sensitivity and are resistant to diet-induced obesity
• GDF15 regulates body and fat mass and prevents hepatic steatosis in LKO mice
• FGF21 improves glucose clearance, energy expenditure, and thermogenesis in LKO mice

## Introduction

Mitochondria are frequently exposed to conditions of stress, which induce mitochondrial quality control mechanisms that are essential to maintain mitochondrial function (Sorrentino et al., 2018). Cell-autonomous communication from the mitochondria to the nucleus in response to mitochondrial stress has been well-documented in multiple species (Cagin and Enriquez, 2015; Quiros et al., 2017). Concurrently, cell non-autonomous factors are induced by mitochondrial stress, resulting in the communication between tissues that regulate selective gene expression, metabolic reprogramming. and organismal longevity (Durieux et al., 2011; Forsstrom et al., 2019; Kim et al., 2013; Quiros et al., 2016). These elaborated processes have been characterized as a part of the mitochondrial integrated stress response (ISR^mt^), which results from primary defects in mitochondrial DNA replication, the electron transport chain, and mitoribosomal translation (Choi et al., 2020; Chung et al., 2017b; Durieux et al., 2011; Forsstrom et al., 2019; Khan et al., 2017; Martinus et al., 1996; Michel et al., 2015; Quiros et al., 2017).

The liver coordinates systemic metabolism by controlling hepatic metabolic function and regulating metabolism in peripheral tissues. Hepatocyte mitochondria are essential for the maintenance of metabolic plasticity and flexibility (Koliaki and Roden, 2016), and consistent with this, recent studies have shown that mouse models of hepatic mitochondrial dysfunction have alterations in their systemic metabolism, including changes in insulin sensitivity, energy expenditure (EE), and their response to diet-induced obesity (Cho et al., 2017; Kulkarni et al., 2016; Lee et al., 2017; Pospisilik et al., 2007). These findings suggest that the hepatic adaptation to mitochondrial stress may affect systemic energy metabolism through alterations to substrate utilization in the liver and the induction of metabokines that are secreted and can modulate energy metabolism. However, the significance of these hepatic metabokines in the control of systemic metabolism has not been studied extensively.

Growth differentiation factor 15 (GDF15) and fibroblast growth factor 21 (FGF21) are representative metabokines that are responsive to mitochondrial diseases (Kalko et al., 2014; Lehtonen et al., 2016; Lovadi et al., 2017; Montero et al., 2016; Morovat et al., 2017; Yatsuga et al., 2015), and their expression is stimulated through ATF4, CHOP, and XBP1, key components of the integrated stress response (Chung et al., 2017b; Forsstrom et al., 2019; Jiang et al., 2014; Khan et al., 2017; Kim et al., 2013; Patel et al., 2019; Zhang et al., 2018).

These two metabokines have been well-documented as modulators to improve numerous metabolic processes or diseases. One of the representative roles of GDF15 is its anorexigenic effect causing a reduction of body weight, which was first described in mice overexpressing GDF15 (Johnen et al., 2007). A subsequent study showed that mice administered human GDF15 led to increased c-Fos activation in the area postrema and the nucleus of the solitary tract (Tsai et al., 2014). Recently, the GDNF family receptor α-like (GFRAL) has been discovered as a receptor for GDF15 mediating the anorexigenic action, but is localized only in the hindbrain (Emmerson et al., 2017; Hsu et al., 2017; Mullican et al., 2017; Yang et al., 2017). Despite the restriction of GFRAL expression in the hindbrain region of mice, there are numerous studies that cannot simply be explained by the anorexigenic action via GFRAL, including insulin sensitivity, lipolysis in adipose tissue, anti-inflammatory action, alleviation of hepatic steatosis, and muscle atrophy (Chrysovergis et al., 2014; Chung et al., 2017a, 2017b; Garfield et al., 2019; Jung et al., 2018; Zhang et al., 2018).

The physiological role of FGF21 also has an overlapping functional spectrum with GDF15, especially in terms of energy metabolism. FGF21 was described as a novel metabolic regulator enhancing glucose uptake in primary human adipocytes and reducing blood glucose in genetically obese mice administered FGF21 (Kharitonenkov et al., 2005). During fasting or a ketogenic diet, the expression of FGF21 is dependent on the peroxisome proliferator-activated receptor α (PPAR α), which mediates hepatic lipid oxidation, ketogenesis, and gluconeogenesis (Badman et al., 2007, 2009; Inagaki et al., 2007; Potthoff et al., 2009). Moreover, the cross talk between the liver and brain is mediated by FGF21, which regulates glucose homeostasis during prolonged fasting (Liang et al., 2014) and refeeding (Markan et al., 2014), sugar preference in response to carbohydrate intake (von Holstein-Rathlou et al., 2016), and the protein status (Hill et al., 2019). Similar to GDF15, FGF21 reduces the body weight through a non-adipose tissue effect; increases insulin sensitivity, adaptive thermogenesis, and uncoupling protein 1 (UCP1)-independent EE; and reverses hepatic steatosis (BonDurant et al., 2017; Chen et al., 2017; Desai et al., 2017; Hill et al., 2019; Ost et al., 2016; Pereira et al., 2017; Veniant et al., 2015; Xu et al., 2009). However, despite similar metabolic roles and induction mechanism, few studies distinguished between the differing roles of GDF15 and FGF21 in the context of metabolism.

Genetic or pharmacological inhibition of mitochondrial oxidative phosphorylation (OxPhos) results in the activation of cell-autonomous mitochondrial stress signaling, which involves the activation of the mitochondrial unfolded protein response (UPR^mt^) and mitophagy, as well as the secretion of cell non-autonomous factors (Forsstrom et al., 2019; Sorrentino et al., 2018). Mice with a tissue-specific deficiency of *Crif1*, which encodes a protein of the large subunit of the mitochondrial ribosome, have markedly impaired mitoribosome-mediated translation and display many molecular features of the ISR^mt^, including both cell-autonomous and non-autonomous responses (Choi et al., 2020; Chung et al., 2017b; Kim et al., 2012). In the present study, we have explored the effects of hepatic mitochondrial OxPhos dysfunction on energy metabolism in the liver and other key metabolic tissues. We have characterized the adaptive response to mitochondrial OxPhos dysfunction in the liver and investigated its effects on insulin sensitivity and EE. Using double knockout mice (LKO/*Gdf15*^*−/−*^, LGKO and LKO/*Fgf21*^*−/−*^, LFKO), we have identified distinct roles of hepatic GDF15 and FGF21 in response to ISR^mt^. GDF15 regulates body and fat mass and protects against hepatic steatosis, whereas FGF21 increases insulin sensitivity and uncoupling protein (UCP)1-mediated thermogenesis in inguinal adipose tissue (iWAT) in the context of hepatic mitochondrial dysfunction.

## Results

### Aberrant OxPhos by *Crif1* deletion is associated with ISR^mt^ and impairments in insulin signaling and insulin-stimulated glucose uptake in hepatocytes

To determine the impact of hepatic mitochondrial OxPhos dysfunction on systemic energy metabolism, we generated liver-specific *Crif1* knockout (LKO) mice through selective disruption of *Crif1* in hepatocytes using the Cre-loxP system (Figures S1A and S1B). The generated mice did not show any obvious abnormalities (Figure 1A). Deficiency of *Crif1* was only present in the liver and resulted in lower expression of OxPhos complex subunits, including NADH:ubiquinone oxidoreductase subunit A9 (NDUFA9), ubiquinol-cytochrome c reductase core protein 2 (UQCRC2), and cytochrome oxidase subunit 4 (COX4) (Figure 1B). Moreover, blue native PAGE (BN-PAGE) showed a reduction in the assembly of OxPhos complexes I, V and III in mitochondria isolated from the livers of LKO mice (Figure 1C). Mitochondria of LKO liver in electron microscopy showed swelling, decreased cristae number, and decreased electron density in the matrix. Hepatocytes from LKO mice contained a small number of glycogen granules (Figure 1D). Histological analysis of the LKO livers revealed enlarged nuclei and abundant cytoplasm, which are histological features of proliferative cells, and an infiltration of mononuclear cells in the centrilobular areas (Figure S1C). Although the serum activity of alanine aminotransferase (ALT) was high in LKO mice (Figure S1D), fluorescence-activated cell sorting analysis suggested that the liver of LKO mice had about a 3-fold increase of infiltrated F4/80^low^CD11b^high^ monocytes and a statistically significant decrease of F4/80^high^CD11b^low^-resident hepatic Kupffer cells. Infiltrated inflammatory cells, CD11b^high^/Ly6G^high^ (neutrophil) and CD11b^high^/LyC^high^ (monocyte), and immunosuppressive cells, CD4^high^CD44^high^CD62L^high^ (Treg), were coincidentally increased in liver of LKO mice (Figure S1E). The hepatic protein levels of apoptosis markers, including cleaved caspase 3 and PARP1, were similar to those of controls (Figure S1F).

**Figure 1:**
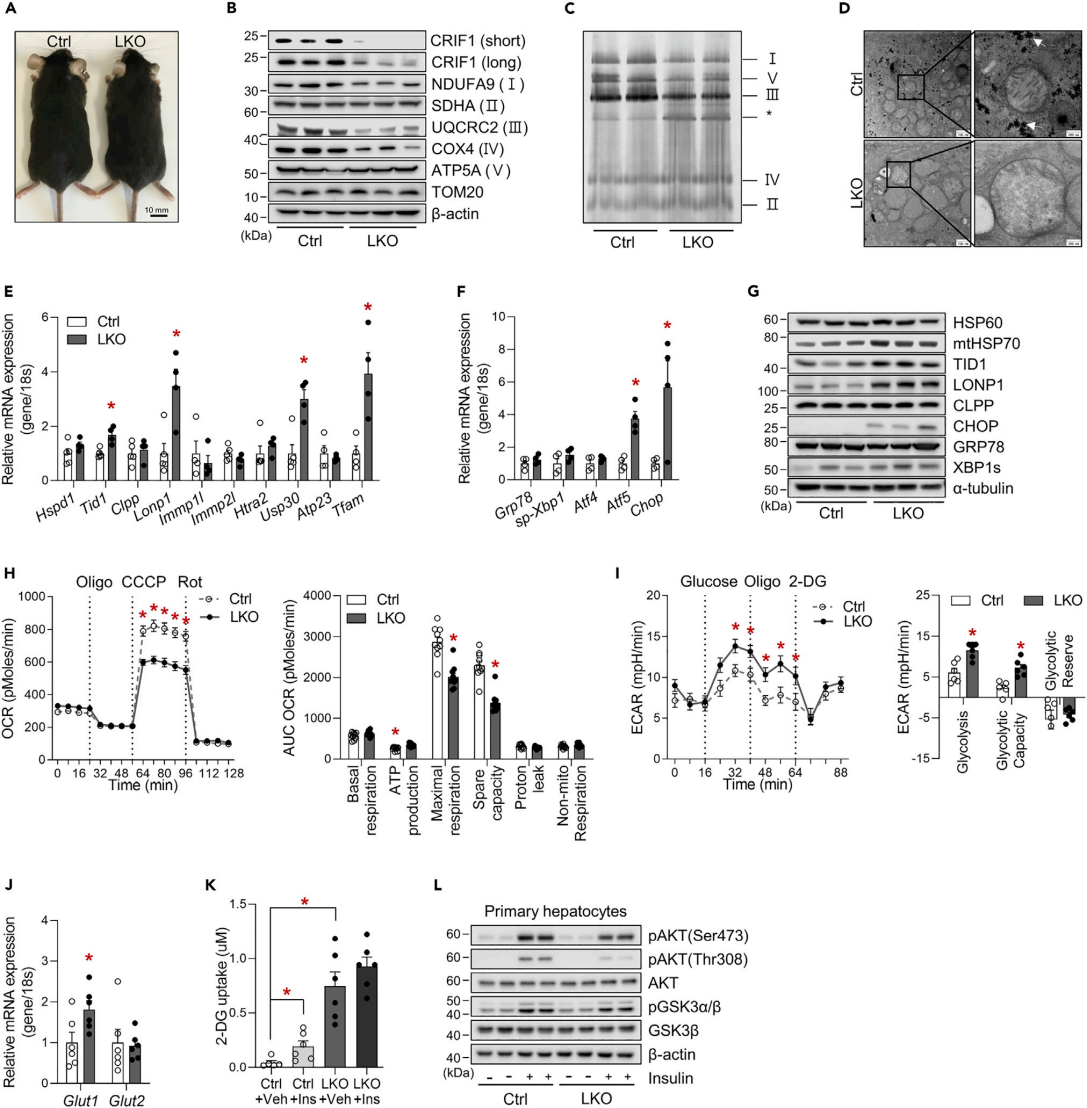
The livers of liver-specific *Crif1*-deficient mice exhibit altered glucose metabolism and impaired insulin signaling (A) Gross morphology of Ctrl and LKO mice at 8 weeks of age. (B) Western blot analysis showing lower levels of CRIF1 and subunits of the OxPhos complex in the livers of Ctrl and LKO mice. The results of one representative experiment of the two conducted are shown. (C) BN-PAGE analysis of the assembled OxPhos complex in the livers of Ctrl and LKO mice (∗: abnormal sub-complexes). (D) Representative transmission electron microscopic images of livers from Ctrl and LKO mice (n = 4). The white arrows indicate hepatic glycogen granules. (E and F) Quantitative PCR analysis of UPR^mt^ mediators (E) and UPR^er^ and transcription factors involved in the mitochondrial stress response (F) in the livers of Ctrl and LKO mice (n = 4–5 biological replicates from three independent experiments). (G) Western blot analysis of UPR^mt^ and UPR^er^ mediators in the livers of Ctrl and LKO mice. The results of one representative experiment out of the three conducted are shown. Data are mean ± SEM and were analyzed using Student's t test (∗p < 0.05 versus Ctrl). (H) OCR (left panel) and individual parameters (right panel) in primary hepatocytes isolated from Ctrl and LKO mice (n = 10 biological replicates from two independent experiments) treated with oligomycin (2 μg/mL), CCCP (10 μM), or rotenone (1 μM). Basal respiration, ATP production, and proton leakage were calculated after oligomycin treatment, and the maximal and non-mitochondrial respiration were calculated after CCCP and rotenone treatment, respectively. (I) Glycolysis assay (left panel) and glycolytic parameters (right panel) in primary hepatocytes isolated from the livers of Ctrl and LKO mice (n = 6 biological replicates from two independent experiments). Non-glycolytic acidification was calculated after the addition of 2-DG (50 mM). Glycolysis, glycolytic capacity, and glycolytic reserve were calculated after the addition of glucose (10 mM) and oligomycin (1 μM), respectively. (J) Quantitative PCR analysis of *Glut1* and *Glut2* mRNA expression in livers from 8-week-old Ctrl and LKO mice (n = 6 biological replicates from three independent experiments). (K) Glucose uptake by primary hepatocytes from Ctrl and LKO mice (n = 6 biological replicates from two independent experiments). Insulin (1 μM) was added 20 min before the measurements. (L) Western blot analysis of insulin signaling after the addition of insulin (200 nM) for 15 min to primary hepatocytes isolated from Ctrl and LKO mice. The results of one representative experiment of the two conducted are shown. Data are mean ± SEM and were analyzed using two-way ANOVA followed by Scheff's post-hoc test in (K) and Student's t test in (E and F) and (H–J) (∗p < 0.05 versus Ctrl or Ctrl-Vehicle). See also Figure S1.

*Crif1* deletion induces the accumulation of untranslated OxPhos polypeptides in the mitochondrial matrix due to the abnormal translation of OxPhos subunits (Kim et al., 2012), which initiates the mitochondrial unfolded protein response (UPR^mt^), and consistent with this, the transcripts of the co-chaperone *Tid1*, the intrinsic protease *Lonp1,* and the mitochondrial deubiquitinase *Usp30* were upregulated in the livers of LKO mice (Figure 1E). The expression of C/EBP homologous protein (CHOP) and ATF5, which mediate the UPR^mt^ in a mammalian system (Fiorese et al., 2016; Zhao et al., 2002), were also high, but that of the UPR^er^ regulators *Atf4* and *Grp78* were normal in the livers of LKO mice (Figure 1F). We also found an increase in the hepatic protein levels of mtHSP70, TID1, LONP1, and CHOP in the livers of LKO mice (Figure 1G).

Next, we conducted 2-deoxy-D-glucose (2DG) uptake analysis to determine whether the higher rate of glycolysis is accompanied by higher glucose uptake into hepatocytes (Figures 1H–IJ ). The basal glucose uptake by LKO hepatocytes was much higher than that by control cells, but the effect of insulin on glucose uptake was attenuated in LKO hepatocytes (Figure 1K). Subsequently, we measured insulin-stimulated AKT phosphorylation in cultured hepatocytes and found significantly lower insulin-induced phosphorylation of AKT at Ser473 and Thr308 in primary LKO hepatocytes than in control hepatocytes (Figure 1L). Taken together, these findings imply that hepatic OxPhos dysfunction in LKO mice is associated with activation of ISR^mt^ and lower insulin-stimulated AKT activation, but greater glycolysis and glucose uptake.

### Defective hepatic OxPhos is associated with higher systemic insulin sensitivity and energy expenditure

Chow-fed LKO mice exhibited similar body masses to control mice at 30 weeks of age (Figure 2A). Although LKO hepatocytes were characterized by large nuclei and cytoplasmic volumes, the liver mass was similar to that of control mice, whereas the fat mass of LKO mice was significantly lower than that of controls (Figures 2B and S2A). To determine whether poor hepatic OxPhos function affects systemic insulin sensitivity, we conducted glucose or insulin tolerance testing in mice fed a chow diet at 8 weeks of age. Interestingly, the glucose and insulin tolerance of LKO mice was superior to those of control mice (Figures 2C and 2D), which translated into lower blood glucose and serum insulin concentrations (Figures 2E and 2F). Alongside the lower basal blood glucose levels in LKO mice, the fasting-induced expression of glucose 6-phosphatase (*G6pase*) and phosphoenolpyruvate carboxykinase (*Pepck*), which are the rate-limiting enzymes in gluconeogenesis, was also lower in LKO mice than in controls (Figure S2B). Furthermore, the homeostatic model assessment for insulin resistance (HOMA-IR) suggested that LKO mice had significantly higher systemic insulin sensitivity than controls (Figure S2C), despite the disruption to hepatic insulin signaling. The serum triglyceride concentration of LKO mice was similar to that of controls, but the total cholesterol concentration was lower (Figures S2D and S2E).

**Figure 2:**
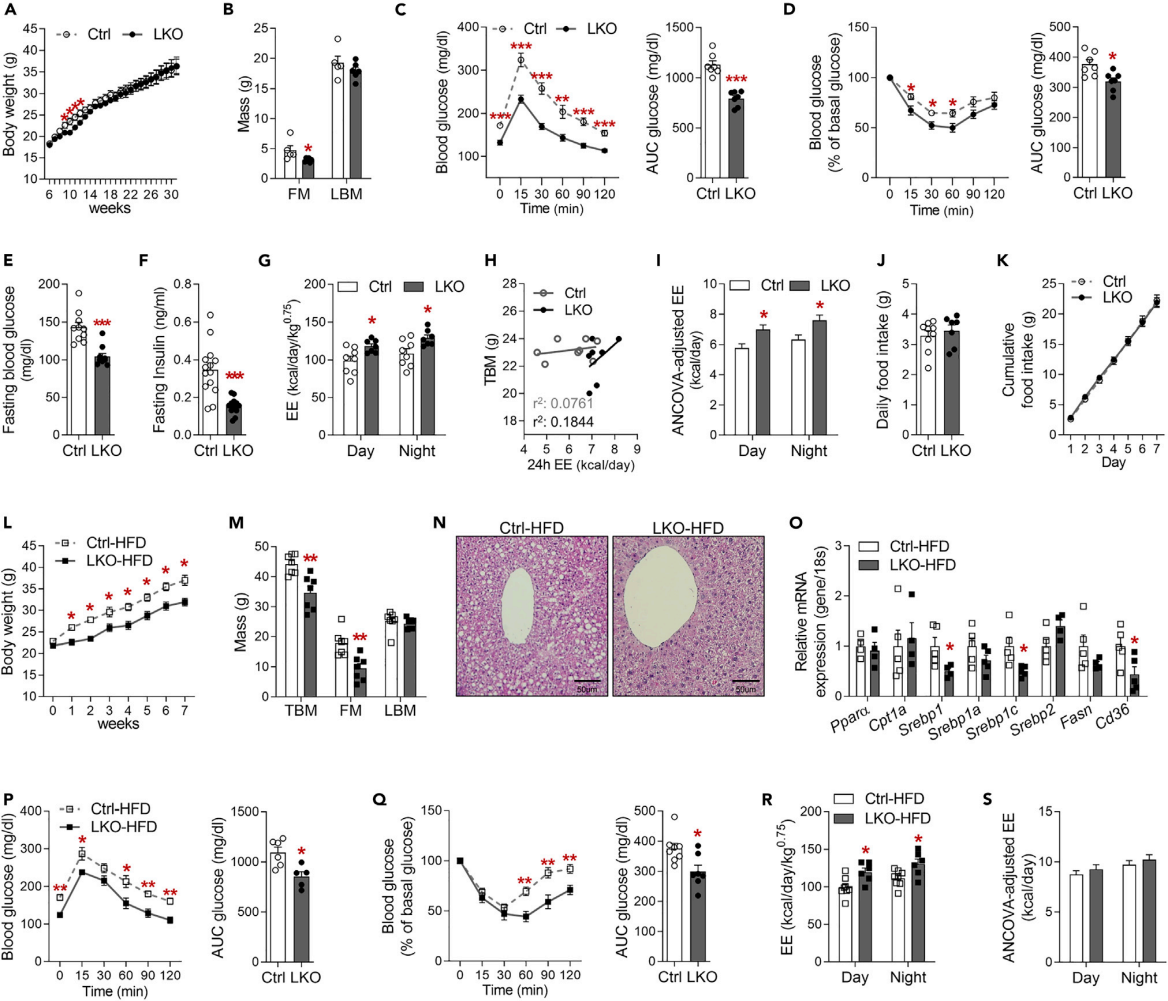
Liver-specific *Crif1*-deficient mice exhibit superior energy metabolism and are protected against diet-induced obesity Mice fed a chow diet were used in (A–K) and mice fed an HFD for 8 weeks were used in (L–S). (A) Body masses of Ctrl and LKO mice from 6 to 31 weeks of age (n = 10 biological replicates from two independent experiments). (B) Body composition of Ctrl and LKO mice (n = 5–6 biological replicates from two independent experiments). (C) Glucose tolerance test (GTT) (left panel) and glucose area under the curve (AUC) (right panel) for Ctrl and LKO mice (n = 7 biological replicates from three independent experiments). (D) Insulin tolerance test (ITT) (left panel) and glucose area under the curve (AUC) (right panel) for Ctrl and LKO mice (n = 7 biological replicates from three independent experiments). (E) Blood glucose concentrations of Ctrl and LKO mice fasted for 6 h (n = 10 biological replicates from five independent experiments). (F) Serum insulin concentrations in Ctrl and LKO mice fasted for 6 h (n = 10–12 biological replicates from three independent experiments). (G) Measurement of energy expenditure (EE) per metabolic body mass of Ctrl and LKO mice (n = 7–8 biological replicates). (H and I) Correlation analysis between EE and total body mass (TBM) (H) and ANCOVA-adjusted EE (I) in Ctrl and LKO mice. (J and K) Daily food intake (J) and cumulative food intake over 7 days (K) in mice (n = 7–9 biological replicates from five experiments). (L) Body mass (n = 5 biological replicates from three independent experiments). (M) Body composition in Ctrl and LKO mice (n = 7 biological replicates from two independent experiments). (N) Representative images of H&E-stained liver sections, showing a central vein, from Ctrl and LKO mice (n = 5–6 biological replicates). (O) Quantitative PCR analysis of the expression of genes involved in lipid metabolism in the livers of Ctrl and LKO mice (n = 4–5 biological replicates from two independent experiments). (P) Glucose tolerance test (GTT, left panel) and glucose area under the curve (AUC, right panel) for Ctrl and LKO mice (n = 5 biological replicates from three independent experiments). (Q) Insulin tolerance test (ITT, left panel) and glucose area under the curve (AUC, right panel) for Ctrl and LKO mice (n = 5 biological replicates from three independent experiments). (R and S) EE per metabolic body mass (R) and ANCOVA-adjusted EE (S) in control and LKO mice (n = 7 biological replicates). Data are mean ± SEM. Statistical analyses were performed using Student's t test in (A–G), (J–M), and (O–R) or ANCOVA in (I) and (S) (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 versus Ctrl). See also Figure S2.

To explore the effects of hepatic OxPhos dysfunction on systemic EE, we measured O_2_ consumption and CO_2_ production by indirect calorimetry. LKO mice had a higher EE/metabolic body mass (body mass^0.75^) ratio than control mice (Figure 2G). Plots of individual data and the ANCOVA-adjusted EE with body mass as a covariate revealed that LKO mice had significantly higher EE than controls, even after the effects of mass were eliminated (Figures 2H and 2I). The factors that influence total EE in the mice were then assessed by analyzing locomotor activity (Figure S2F), body temperature (Figure S2G), and food intake (Figures 2J and 2K), which were all similar in LKO and control mice. LKO mice had a tendency toward a lower respiratory quotient (RQ) than control mice (Figure S2H), but there was no difference in the serum concentration of the ketone body β-hydroxybutyrate (BHB) (Figure S2I). Taken together, these data suggest that hepatic OxPhos dysfunction is associated with higher systemic insulin sensitivity and EE, but not differences in body temperature or food intake, even though insulin signaling and gluconeogenesis are impaired in the livers of LKO mice.

### LKO mice are protected against diet-induced obesity and insulin resistance

To determine whether hepatic OxPhos dysfunction alleviates metabolic stress, LKO mice and controls were fed a high-fat diet (HFD) for 8 weeks from 6 weeks of age. LKO mice were already gaining significantly less body mass than controls after 1 week of HFD feeding (Figure 2L). After 8 weeks, the masses of iWAT, epididymal white adipose tissue (eWAT), and brown adipose tissue (BAT) in LKO mice were lower than those of controls (Figure S2J). Thus, the lower body mass of LKO mice fed an HFD was likely the result of resistance to fat accumulation (Figure 2M). LKO mice also showed lower hepatic lipid accumulation (Figure 2N), which was associated with lower hepatic expression of *Srebp1, Srebp1c,* and *Cd36* (Figure 2O). The glucose and insulin tolerance of LKO mice fed an HFD were higher than those of control mice on the same diet (Figures 2P and 2Q), which was consistent with the lower blood glucose, insulin, and HOMA-IR in the fasted LKO mice (Figures S2K, S2L, and S2M). The serum concentrations of triglyceride were similar in LKO mice and controls (Figure S2N), but the total cholesterol concentration was lower in HFD-fed LKO mice (Figure S2O).

Next, we assessed the EE of the mice by indirect calorimetry. When consuming an HFD, the EE adjusted for metabolic body mass was significantly higher in LKO than in control mice during both the night and daytime (Figure 2R), but the ANCOVA-adjusted EE was similar in the two genotypes (Figure 2S). RQ tended to be lower in LKO mice (Figure S2P), but the serum BHB concentrations were similar in the two groups (Figure S2Q). Taken together, these results demonstrate that LKO mice are resistant to diet-induced obesity and protected against hepatic steatosis and insulin resistance when fed an HFD.

### The adipose tissue of LKO mice exhibits enhanced insulin signaling and fatty acid oxidation

To assess the insulin sensitivity of key metabolic tissues in LKO mice, we evaluated insulin signaling and action in the liver, iWAT, eWAT, BAT, and gastrocnemius muscle (GM) after the intraperitoneal injection of insulin (4 U/kg). AKT phosphorylation at Ser473 and Thr308 was significantly lower in the livers of LKO mice than controls (Figure 3A), but insulin-stimulated AKT phosphorylation at Ser473 and Thr308 was much higher in both the iWAT and eWAT of LKO mice (Figures 3B and 3C). However, the AKT phosphorylation in GM was similar in LKO and control mice, but the AKT phosphorylation at Ser 473 in BAT was decreased in LKO mice (Figures S3A and S3B).

**Figure 3:**
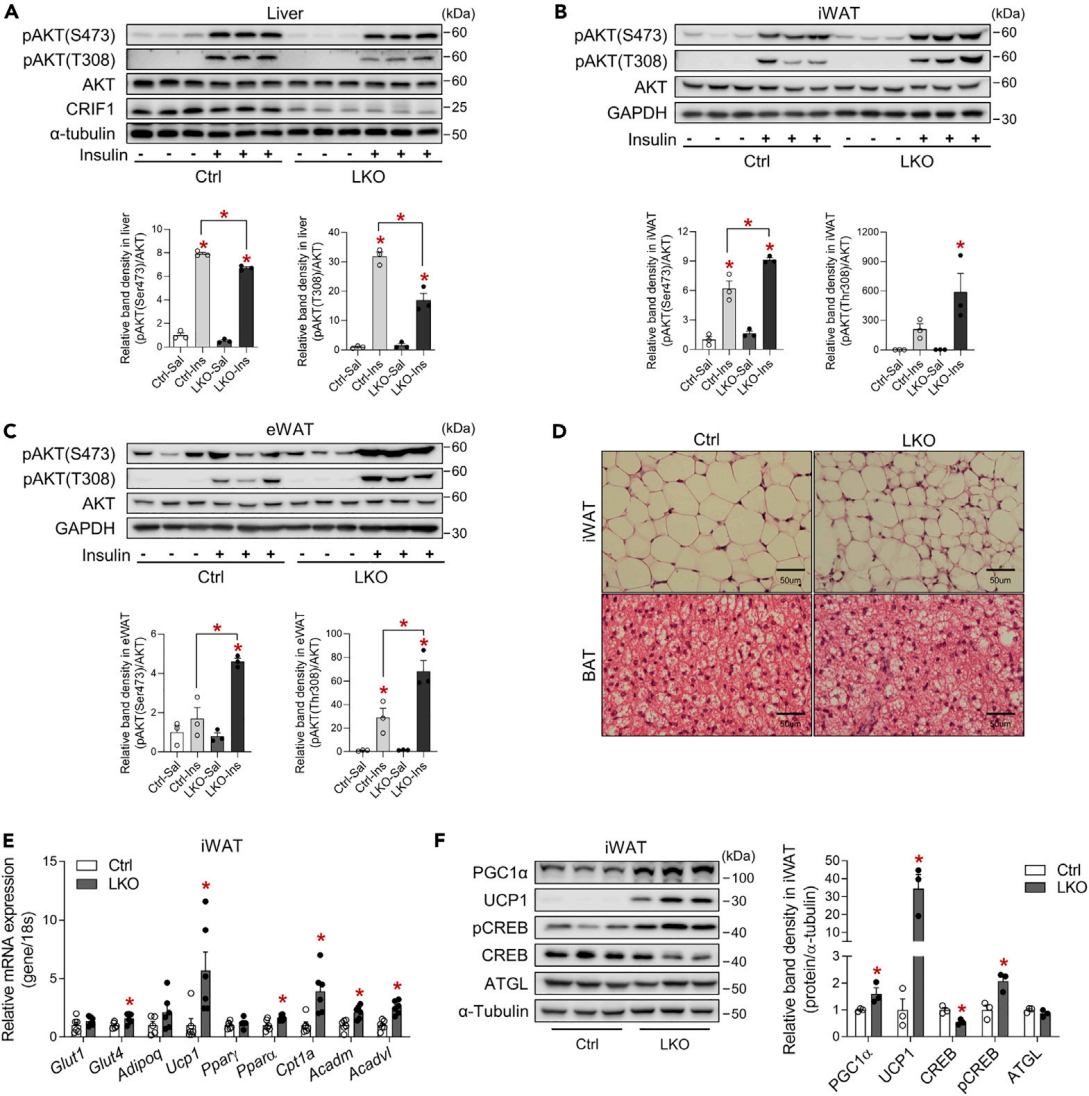
The white adipose tissue of liver-specific *Crif1*-deficient mice exhibits greater insulin signaling and fatty acid metabolism (A–C) Western blot analysis of AKT phosphorylation in the liver (A), iWAT (B), and eWAT (C) of Ctrl and LKO mice (n = 3 biological replicates per group). Mice were fasted for 6 h and then administered intraperitoneally with insulin (4 U/kg). One representative experiment of the two conducted is shown. (D) Representative images of hematoxylin and eosin-stained iWAT and BAT sections from Ctrl and LKO mice (n = 4 biological replicates). (E) Quantitative PCR analysis of the expression of genes involved in glucose uptake and fatty acid metabolism in the iWAT of Ctrl and LKO mice (n = 6 biological replicates from two independent experiments). (F) Western blot analysis of signaling upstream of UCP1 in the iWAT of Ctrl and LKO mice (n = 3 biological replicates). The results of one representative experiment of the three conducted are shown. Mice were fed a chow diet. Data are mean ± SEM and were analyzed using two-way ANOVA followed by Scheff's post-hoc test in (A–C) and Student's t test in (E) and (F) (∗p < 0.05 versus Ctrl or Ctrl-Saline). See also Figure S3.

LKO mice exhibited cellular heterogeneity in their iWAT, but not BAT, upon histological analysis (Figure 3D). Moreover, the expression of *Glut4*, *Pparα*, *Cpt1a*, and acyl-CoA dehydrogenase medium chain (*Acadm*) and very long chain (*Acadvl*) were significantly increased in the iWAT (Figure 3E), but not in the eWAT, BAT, or GM of LKO mice (Figures S3C and S3D). Interestingly, UCP1 expression was elevated in the iWAT and eWAT of LKO mice. Furthermore, the phosphorylation of CREB at Ser133 was significantly increased in the iWAT of LKO mice (Figure 3F). This is consistent with the induction of adipose UCP1 expression in LKO mice. Taken together, these data suggest that hepatic OxPhos dysfunction is associated with enhanced insulin signaling and fatty acid oxidation in adipose tissue depots.

### Transcriptome analysis identifies altered biological pathways and transcripts associated with adaptive mitochondrial stress in LKO mice

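RNA from the liver, iWAT, GM and hypothalamus of Ctrl and LKO mice was sequenced, 3 libraries per genotype and tissue, which makes 24 libraries from mice labelled as 8 weeks old. The labels do not say whether the tissues came from the same mice. The libraries were prepared with a TruSeq RNA kit and read as paired ends on an Illumina sequencer. The authors deposited a table of FPKM (fragments per kilobase of transcript, scaled to the fragments of the library) with 24532 genes under NCBI Gene identifiers and the mm10 mouse genome, and for each library the coverage, FPKM and TPM (the same measure scaled to a fixed sum per library) of every gene. The paper's text names no aligner or counting tool. Read counts are not used here. The ratio of FPKM to coverage placed the depth between 4.45 and 8.09 gigabases per library, with a median of 5.19. In liver it was 5.42 to 8.09 gigabases for Ctrl and 4.7 to 5.54 for LKO. Every library was male by its transcripts, with at most 0.0183 FPKM of *Xist* and at least 10.3 FPKM of the Y-linked *Ddx3y*. *Crif1*, listed as *Gadd45gip1* (NCBI Gene 102060, chromosome 8 from 84832282 to 84835482), reached 14.6, 12.5 and 13.6 FPKM in the Ctrl livers and 5.4, 2.0 and 2.51 FPKM in the LKO livers, a log2 fold change of -1.84 (standard error 0.27, adjusted p = 0.00357 from limma with Benjamini-Hochberg adjustment). How much of that signal is its own was not tested. In iWAT, GM and hypothalamus its log2 fold change was -0.22, 0.02 and -0.06, with overlapping groups, and the value in GM changed sign without Ctrl 2 (-0.00), Ctrl 3 (-0.04) or LKO 3 (-0.11). For each tissue, limma was fitted to log2(FPKM + 1) of the genes with at least 1 FPKM in at least 3 of its 6 libraries, with a trended prior variance. Libraries are named by group and replicate number, as in Ctrl 1 or LKO 3. Fold changes are on that scale, LKO against Ctrl, and all p-values are two-sided. With 3 mice against 3, an exact permutation test of a single gene cannot give a p under 0.1, which is what a gene without overlap between the groups reaches.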

To better understand the effects of hepatic OxPhos dysfunction on systemic energy metabolism, multi-tissue transcriptomic analysis was performed on the liver, iWAT, GM, and hypothalamus of the mice. A Venn diagram shows the number of transcripts with a significant > ±1.5-fold difference in the liver (1,325), iWAT (251), GM (36), and hypothalamus (17) of LKO mice (Figures S4A and S4B, and Table S2). 

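In liver, 3168 of 10956 tested genes had a fold change of at least 1.5 in either direction with an unadjusted p under 0.05, 2757 higher and 411 lower in LKO mice. With an adjusted p under 0.05 in its place, 3006 genes passed (2622 higher, 384 lower). Of the alternatives, a limit of 2-fold moved the first count most, to 1090, and the deposited TPM values gave the highest, 4956. Without LKO 3 the first count was 1937, and the second was 1343 without LKO 2, 1715 without LKO 3, 1781 without Ctrl 2 and 1786 without Ctrl 3. The median log2 fold change of all tested liver genes was 0.33 on the deposited scale and -0.04 after median-ratio scaling of the libraries. The share of the first count that was higher in LKO mice went from 87% to 50.7% with that scaling, which left 2123 genes (1076 higher, 1047 lower). In iWAT, 399 of 12288 genes passed the unadjusted criterion (240 higher, 159 lower) and 0 the adjusted one, the smallest adjusted p being 0.0734. The iWAT counts rose to 608 unadjusted without Ctrl 1, where most were lower (226 higher, 382 lower), to 600 unadjusted (369 higher, 231 lower) and 106 adjusted without LKO 1, and to 1 adjusted without Ctrl 2. In GM, 98 of 10877 genes passed the unadjusted criterion (63 higher, 35 lower) and 0 the adjusted one, with 0.285 as the smallest adjusted p. Without GM LKO 1 these counts were 201 (78 higher, 123 lower) and 13, without Ctrl 2 they were 171 (76 higher, 95 lower) and 1, and the adjusted count was 3 without LKO 3 and 1 without Ctrl 3. In hypothalamus, 46 of 13828 genes passed the unadjusted criterion (23 in each direction) and 3 the adjusted one, all lower in LKO mice. They were *Abi3* and *Samd4*, and *Pip5k1a*, which was singled out after its values were seen. That adjusted count was 9 without Ctrl 1, 8 without Ctrl 3, 5 without LKO 1, 5 without LKO 2 and 0 without LKO 3. The 3 LKO and 3 Ctrl libraries did not overlap for 61.1% of the tested genes in liver, 20.8% in iWAT, 11.6% in GM and 9.7% in hypothalamus, where chance gives 10%.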

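Of all genes tested in the 3 tissues, 4 were higher in LKO mice past the unadjusted criterion in each of liver, iWAT and GM. These were *Pdk4* (NCBI Gene 27273, chromosome 6 from 5483351 to 5496278), *Acer2* (NCBI Gene 230379, chromosome 4 from 86874414 to 86932490), *Egr1* and *Txnip*. In liver *Pdk4* was 97.7 ± 75.9 FPKM in LKO and 3.01 ± 1.19 FPKM in Ctrl (SD, n = 3 each), with a log2 fold change of 4.20 (limma adjusted p = 0.00548). In iWAT it was 159 ± 34.5 FPKM in LKO against 64.3 ± 8.79 FPKM in Ctrl (SD, n = 3), a log2 fold change of 1.28, and in GM 553 ± 172 FPKM against 133 ± 65.1 FPKM, a log2 fold change of 2.15. The adjusted p was 0.0884 in iWAT and 0.43 in GM, so neither passed the adjusted criterion. *Acer2* rose from 3.14 ± 0.659 to 7.41 ± 1.4 FPKM in liver (log2 fold change 1.02, limma adjusted p = 0.00599), from 15.7 ± 1.65 to 32 ± 8.01 FPKM in iWAT (log2 fold change 0.96, adjusted p 0.116) and from 0.919 ± 0.118 to 1.93 ± 0.332 FPKM in GM (log2 fold change 0.61, adjusted p 0.379). In these 3 tissues each of the 3 LKO libraries was above each of the 3 Ctrl libraries for both genes. In iWAT the adjusted p of *Acer2* was 0.046 without LKO 1, and over all alternatives it ranged from 0.00107 to 0.372. Without LKO 1 the log2 fold change of *Pdk4* in liver was 5.10 and without LKO 3 it was 3.56, and *Acer2* in liver had an adjusted p of 0.0636 with quantile normalization and ordinary variances together. Ordinary variances in place of limma's moderated ones took *Pdk4* in liver to an adjusted p of 0.0523, with 2.2e-06 to 0.0628 over its alternatives. In hypothalamus the log2 fold changes were 0.35 and 0.01, and the second changed sign without Ctrl 1 (-0.02) or LKO 1 (-0.05). The LKO effect differed between the 4 tissues for *Pdk4* (interaction of genotype and tissue over all 24 libraries, adjusted p 0.00335) and *Acer2* (adjusted p 0.00644). Among 28 other settings, *Pdk4* stayed among the genes higher in the 3 tissues in 28 and *Acer2* in 24, the exceptions being a mean of at least 5 FPKM and the fits without GM Ctrl 1, GM Ctrl 3 or GM LKO 2. The number of such genes was 2 without iWAT Ctrl 1, 2 without iWAT LKO 3 and 9 without GM LKO 1.

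**Figure D1:**
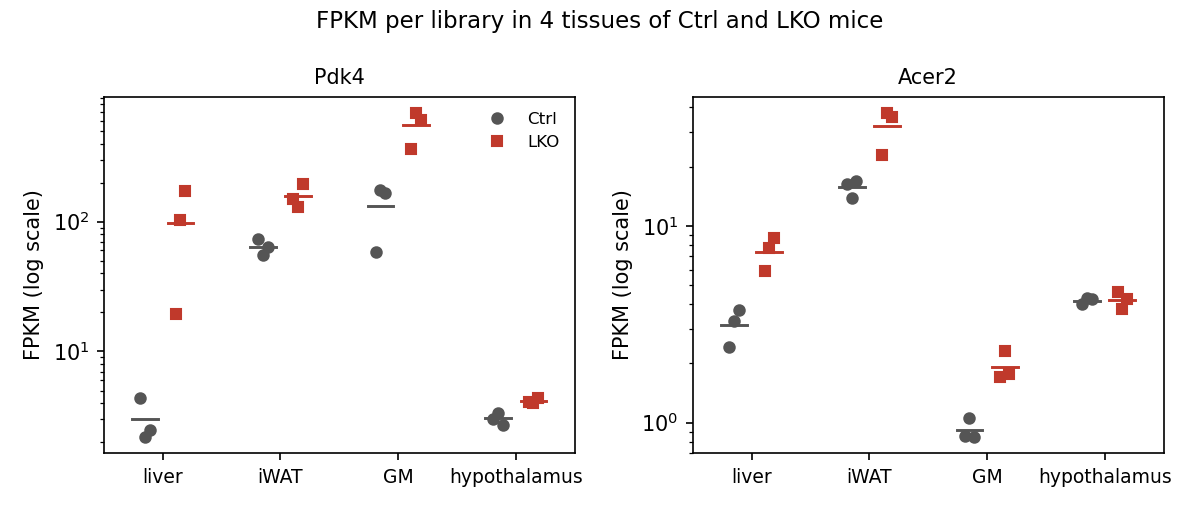
*Pdk4* and *Acer2* in the 4 tissues, in FPKM on a log axis. Each point is 1 library of a Ctrl or LKO mouse and each line is the group mean, which for *Pdk4* in liver lies at 3.01 FPKM in Ctrl and 97.7 FPKM in LKO.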

Pyruvate dehydrogenase kinase 4 (*Pdk4*), switching the glucose catabolism to fatty acid utilization, and alkaline ceramidase 2 (*Acer2*), responding to DNA damage, were commonly increased in liver, iWAT, and GM of LKO mice. 

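*Nupr1* (NCBI Gene 56312, chromosome 7 from 126623246 to 126625470) was 426 ± 436 FPKM in LKO and 1.29 ± 0.613 FPKM in Ctrl (SD, n = 3 each), the largest rise among the transcripts marked in Figure 4A (log2 fold change 6.85, standard error 0.86, limma adjusted p = 0.00221). *Atf3* (NCBI Gene 11910, chromosome 1 from 191170297 to 191183333) went from 0.29 ± 0.0652 to 29.3 ± 24.8 FPKM (log2 fold change 4.19, adjusted p 0.00273). *Atf5* (NCBI Gene 107503, chromosome 7 from 44812256 to 44816658), whose annotated span overlaps *Nup62* and *Gm21948* on the opposite strand and is uncertain to that extent, was already abundant in Ctrl livers at 183 ± 21.2 FPKM and reached 417 ± 53.8 FPKM in LKO livers (log2 fold change 1.18, adjusted p 0.00194). For the enzymes of 1C metabolism, *Mthfd1l* (NCBI Gene 270685, chromosome 10 from 3973075 to 4167081) rose from 0.224 ± 0.0765 to 2.34 ± 0.425 FPKM (log2 fold change 1.44, adjusted p 7.3e-04), and *Mthfd2* (NCBI Gene 17768, chromosome 6 from 83305704 to 83317604) from 1.23 ± 0.0547 to 8.72 ± 4.04 FPKM (log2 fold change 2.03, adjusted p 0.00374). Of the other transcripts marked in Figure 4A, *Phgdh* and *Psat1* rose with log2 fold changes of 3.74 and 3.70, and *Ddit3*, which overlaps *Mars* on the opposite strand, with 3.05. *Mup7*, whose span overlaps that of *Mup15* on the same strand and whose reads other *Mup* genes can share, fell by 6.72 on the log2 scale. The remaining ones fell less, *Fgf1* by 1.71, *Cebpa* by 0.89 and *G6pc* by 0.68. All 3 LKO libraries lay on the same side of all 3 Ctrl libraries for each transcript named here. The direction stayed under every alternative run for these transcripts. *Atf3*, *Mthfd1l*, *Phgdh* and *Psat1* were not tested in the fits without 1 LKO library, where fewer than 3 libraries reach 1 FPKM, nor *Mthfd1l* and *Mthfd2* with a mean of at least 5 FPKM. Those that lost an adjusted p under 0.05 under any alternative run were *Psat1* (up to 0.0535), *Cebpa* (up to 0.0666) and *Ddit3* (up to 0.12). Without LKO 1 the log2 fold change was 7.90 for *Nupr1* and 3.98 for *Ddit3*, and without LKO 3 it was 5.94 and 2.25. For *Ddit3* the loss included the fits without Ctrl 1 (0.0582), Ctrl 2 (0.0618), Ctrl 3 (0.0626) and LKO 2 (0.0702). A list of integrated stress response targets of ATF4, with 26 tested genes, had a mean log2 fold change of 1.77 and 25 of its genes higher in LKO mice, 18 of them with an adjusted p under 0.05 from limma and 19 when adjusted over the list alone. Against the other tested genes it ranked up (camera, adjusted p 0.0165 over 17 lists), and more so after median-ratio scaling, where its mean was 1.38 and the adjusted p 1.5e-05. The list holds *Nupr1* and *Fgf21*, which the paper names from the same libraries, and it was written after the paper's results had been read. Its result is therefore not independent evidence.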

The livers of LKO mice exhibited higher expression of transcripts related to the ISR^mt^, including that of transcripts encoding transcription factors (*Nupr1*, *Atf3,* and *Atf5*), hepatic metabokines (*Gdf15* and *Fgf21*), and proteins involved in single-carbon (1C) metabolism (*Mthfd1l* and *Mthfd2*) (Figure 4A). 

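A hand-written list of 20 tested glycolysis genes stood in for the gene set behind Figure 4B, which is not used here. Its mean log2(FPKM + 1) was 5.06, 4.97 and 4.96 in the Ctrl livers and 5.15, 5.42 and 5.59 in the LKO livers, a mean log2 fold change of 0.39, with 17 of the genes higher in LKO mice. All tested genes had a median shift of nearly that size, and after median-ratio scaling the list's mean fell to -0.00. Camera, a test in limma, compares the mean t-statistic of a list (each gene's change over its standard error) with that of the other tested genes. A list is said to rank up or down by the sign of that comparison, and not by its mean fold change. For glycolysis camera gave an adjusted p of 0.995 over 17 lists (upward). Over the alternatives that kept the preset correlation it ran from 0.0928 with quantile normalization, which moved it most, to 1.0. The direction of the list turned to down with a mean of at least 5 FPKM (0.819) and with all 24 libraries in 1 fit (0.893). With an adjusted p under 0.05 from limma, 9 of the genes were higher and 2 lower, and 12 passed when adjusted over the list alone (10 higher, 2 lower). The largest rises were those of *Aldoa* (NCBI Gene 11674), from 52 ± 2.56 to 129 ± 56.4 FPKM (log2 fold change 1.19, limma adjusted p 0.0216), *Pfkp*, from 0.617 ± 0.0111 to 2.11 ± 0.451 FPKM (0.94, 0.00256), and *Pkm*, from 7.6 ± 0.659 to 15.2 ± 2.33 FPKM (0.91, 0.00391), each without overlap of the groups. *Aldoa* lost its adjusted p under 0.05 without Ctrl 1 (0.061), Ctrl 2 (0.0736), Ctrl 3 (0.0679) or LKO 2 (0.0791), and under any alternative its adjusted p was at most 0.129. Of the 17 lists tested in liver, 6 had an adjusted p under 0.05 with camera at its preset correlation of 0.01. None did with a correlation estimated from the data. The fry test, which asks whether a list moved at all, called 8 lists, among them 4 of the 6. It gave glycolysis an adjusted p of 0.0624.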

Gene set enrichment analysis (GSEA) suggested that *Crif1* deficiency activated glycolysis (Figure 4B, left panel). Functional annotation charts based on the KEGG pathway also indicated that gene sets of glutamine, 1C, glycogen, and fatty acid metabolism were increased in the liver of LKO mice (Figures S4C and S4D, and Table S3), whereas steroid hormone biosynthesis and transcription factors involved in lipid metabolism were downregulated in LKO livers (Figures 4B, right panel, and S4E).

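Hand-written lists were tested in place of the KEGG gene sets. Glutamine metabolism (16 genes) had a mean log2 fold change of 0.58 with 12 genes higher in LKO livers, and serine and 1C metabolism (13 genes) of 1.08 with 9 higher. The mean was 0.41 for glycogen metabolism (15 genes, 9 higher) and 0.20 for fatty acid oxidation (22 genes, 18 higher). In each of these 4 lists every LKO library had a higher list mean than every Ctrl library on the deposited scale. Camera, against the background of all tested genes with its positive shift, gave adjusted p-values of 0.995, 0.995, 0.557 and 0.796 in the same order, the last pair ranking down in spite of their positive means. After median-ratio scaling the means were 0.19, 0.74, 0.02 and -0.22, so that fatty acid oxidation changed direction. With fry the adjusted p was 0.048 for glutamine, 0.00618 for serine and 1C, 0.0995 for glycogen and 0.048 for fatty acid oxidation, all upward. Adjusted over the list alone, 7, 11, 10 and 10 of their genes passed, against 7, 11, 10 and 10 over all genes, and 0, 3, 3 and 1 of those over the list alone were lower in LKO livers. The largest changes were *Asns* (2.56), *Aldh18a1* (2.38) and *Slc1a5* (1.16) for glutamine, *Pygb* (1.90), *Pgm1* (1.46) and *Gyg* (1.32) for glycogen, and *Acsl1* (-0.77), *Acadm* (0.74) and *Ppargc1a* (0.71) for fatty acid oxidation, as log2 fold changes. *Pgm1* had a limma adjusted p of 0.0166, and lost an adjusted p under 0.05 without Ctrl 1 (0.0528), Ctrl 2 (0.0639), Ctrl 3 (0.0503) or LKO 2 (0.0646), with 3.0e-05 to 0.112 over its alternatives. Calls were lost for *Pygb* with quantile normalization (0.0513), ordinary variances (0.0639) and the pair together (0.146), for *Gyg*, *Asns* and *Aldh18a1* with ordinary variances (0.0547, 0.057 and 0.0633) and with the pair together (0.0604, 0.0657 and 0.0705), for *Acadm* after median-ratio scaling (0.087, its log2 fold change being 0.30) and for *Ppargc1a* with quantile normalization (0.0639, and 0.0993 with ordinary variances). Leaving out 1 library changed the side on which 3 of these lists ranked. Serine and 1C ranked down without Ctrl 2 (1.0), LKO 1 (0.146), LKO 2 (0.435) or LKO 3 (0.658), glutamine without Ctrl 1 (0.993), LKO 1 (0.689), LKO 2 (0.915) or LKO 3 (0.941), and fatty acid oxidation ranked up without Ctrl 1 (0.993), these being adjusted p-values.

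The steroid hormone list (49 genes) ranked down with a mean log2 fold change of -0.53 (camera, adjusted p 3.0e-18), and -0.95 after median-ratio scaling (adjusted p 8.6e-06). It had 28 genes lower and 8 higher with an adjusted p under 0.05, and 39 when adjusted over the list alone (29 lower, 10 higher). Over its alternatives with the preset correlation the adjusted p ran from 1.0e-21 to 7.5e-04. *Hsd3b5* (NCBI Gene 15496) fell from 196 ± 14.4 to 2.6 ± 1.55 FPKM (log2 fold change -5.85, limma adjusted p 1.4e-04), whereas *Cyp2b10* and *Cyp2b9*, paralogs whose reads can be shared, rose with log2 fold changes of 3.77 (4.40 without LKO 1 and 3.08 without LKO 3) and 3.53, *Cyp2b10* having an adjusted p of 0.0543 with quantile normalization and ordinary variances together. The list of transcription factors of lipid metabolism (18 genes) ranked down (camera, adjusted p 0.00573), with a mean of -0.07 and overlapping groups on the deposited scale, and -0.47 after scaling (adjusted p 0.0328). With quantile normalization its adjusted p was 0.0928, with fry 0.69, and the alternatives with the preset correlation began at 0.00204. Of its genes 5 were lower and 3 higher with an adjusted p under 0.05, and 8 had an adjusted p under 0.05 when adjusted over the list alone (5 lower, 3 higher). *Pparg* (log2 fold change 1.56, adjusted p 0.00814, 0.0578 with ordinary variances and 0.0756 with these and quantile normalization) went up and *Nr0b2* (-1.39, adjusted p 0.0451) down, and of the fits that each left out 1 library *Nr0b2* kept an adjusted p under 0.05 only without LKO 1, the others giving 0.106 without Ctrl 3, 0.11 without Ctrl 2, 0.116 without Ctrl 1, 0.139 without LKO 2 and 0.122 without LKO 3.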

**Figure 4:**
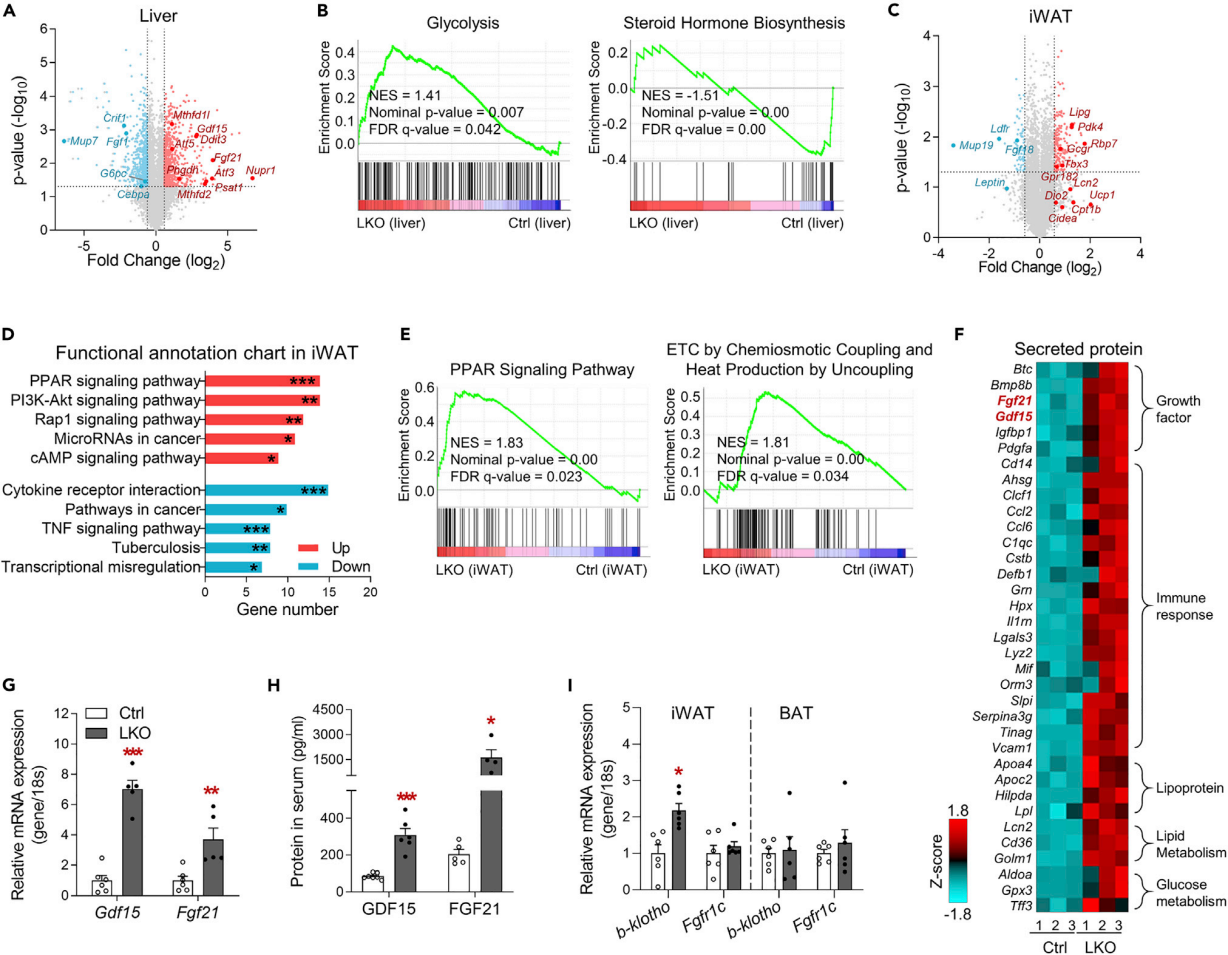
Liver-specific *Crif1* deficiency increases the production of metabokines in liver (A) Volcano plot showing the DEGs in the liver of LKO mice. The colored dots indicate the DEGs with ≥ ±1.5-fold difference from Ctrl mice. The red and blue dots indicate the upregulated and downregulated transcripts, respectively. (B) Gene set enrichment analysis (GSEA) using DEGs in the liver of Ctrl and LKO mice. (C and D) Volcano plot showing the DEGs (C) and top-ranked functional annotation chart (D) in the iWAT of LKO mice. Functional annotation was categorized using the KEGG pathway in DAVID (ver.6.8), and the results are ordered according to gene number. (E) GSEA showing the upregulated gene set in the iWAT of LKO mice. (F) Heatmap of the DEGs classified as “Secreted proteins” in the cellular compartment category (≥2-fold difference, p < 0.05 versus Ctrl mice). The genes in red were the two top-ranked transcripts, *Fgf21* and *Gdf15* in the liver of LKO mice. (G) Quantitative PCR analysis of *Gdf15* and *Fgf21* mRNA expression in Ctrl and LKO livers (n = 5–6 biological replicates from four independent experiments). (H) Serum GDF15 (n = 6–7 biological replicates) and FGF21 (n = 4–5 biological replicates) in Ctrl and LKO mice. Three independent experiments were performed. (I) Quantitative PCR analysis of *Klb* and *Fgfr1c* mRNA expression in adipose tissue of mice (n = 6 biological replicates). The mice were studied at 8–9 weeks of age and fed a chow diet. Data in (G–I) are mean ± SEM. Statistical analyses were performed using Student's t test in (G–I) (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 versus Ctrl). The data in (D) were analyzed using a modified Fisher's exact p value (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001). Un.d, undetectable. See also Figure S4.

The transcripts associated with browning (*Ucp1*, *Dio2*, *Cidea,* and *Cox7a1*) and fatty acid oxidation (*Pparα*, *Cpt1b,* and *Cd36*) were upregulated in the iWAT of LKO mice (Figure 4C). 

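*Ucp1* (NCBI Gene 22227, chromosome 8 from 83290348 to 83298456) was 119 ± 85.7 FPKM in LKO and 39.2 ± 39.1 FPKM in Ctrl (SD, n = 3 each), and its log2 fold change was 2.01 (standard error 1.03, limma adjusted p = 0.418). Its 3 Ctrl libraries spanned 4.5 to 81.6 FPKM and its 3 LKO libraries 41.1 to 211 FPKM, so that the groups overlapped (exact permutation test, p = 0.20). The groups overlapped also for *Dio2* (log2 fold change 0.70, adjusted p 0.352), *Cidea* (0.88, 0.455) and *Cox7a1* (1.17, 0.449), of which *Cidea* shares its locus with *B430212C06Rik* on the opposite strand. Single Ctrl libraries moved these values. Without Ctrl 3 the log2 fold change was 0.93 for *Ucp1*, 0.35 for *Cidea*, 0.44 for *Cox7a1* and 0.64 for *Cpt1b*, without Ctrl 1 it was 2.88 for *Ucp1* and 1.79 for *Cox7a1*, and without LKO 2 that of *Ucp1* was 2.62. Among the transcripts of fatty acid oxidation, *Ppara* rose from 4.41 ± 1.21 to 7.12 ± 0.983 FPKM (log2 fold change 0.60, adjusted p 0.209) and *Cd36* from 855 ± 83.5 to 1180.1 ± 67 FPKM (0.47, 0.162), each with every LKO library above every Ctrl library. *Cpt1b*, whose span lies within that of *Gm44502* on the same strand and is uncertain to that extent, rose by 1.32 with overlap (adjusted p 0.388). None of the 7 transcripts had an adjusted p under 0.05, and *Ppara* reached it under 1 alternative, the fit of all 24 libraries together (0.0076, with 0.0076 to 0.491 over its alternatives). As a set, 17 tested thermogenic genes had a mean log2 fold change of 0.70, with 15 genes higher in LKO mice (camera, adjusted p 1.6e-04 over 8 lists), but the list means of the libraries overlapped, from 2.22 to 3.34 in Ctrl and from 3.17 to 3.76 in LKO mice. Without Ctrl 3 that mean log2 fold change was 0.41. Without LKO 1 the adjusted p was 0.0507, the largest among its alternatives with the preset correlation, the smallest being 4.2e-07. A fatty acid oxidation list of 22 genes had a mean of 0.32 with 21 genes higher (adjusted p 8.3e-06), again with overlapping libraries. When adjusted over the list alone, 0 genes of either list had an adjusted p under 0.05, where the unadjusted p was under 0.05 for 5 and 7 genes. Neither list was called with fry (0.246 and 0.254) or with an estimated correlation (0.39 and 0.472).

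**Figure D2:**
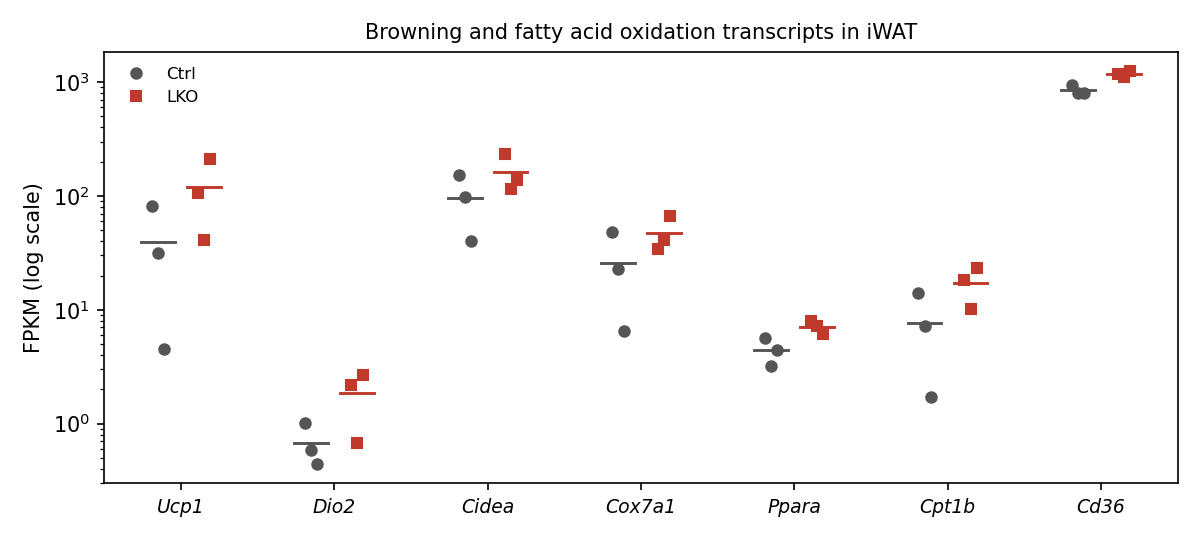
FPKM of the browning and fatty acid oxidation transcripts in iWAT. Each point is 1 library of a Ctrl or LKO mouse and each line is the group mean, which for *Ucp1* lies at 39.2 FPKM in Ctrl and 119 FPKM in LKO.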

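Hand-written lists took the place of the published gene sets in iWAT. The PPAR target list (35 tested genes) had a mean log2 fold change of 0.41, with 28 genes higher in LKO mice and every LKO library above every Ctrl library in the list mean (camera, adjusted p 8.3e-06 over 8 lists). Its adjusted p ranged from 6.1e-09 to 0.00122 over the alternatives with the preset correlation. The list of cAMP signaling genes (22 genes) had a mean of 0.27, 17 genes higher and no overlap between the groups (adjusted p 1.6e-04). Its largest rises were those of *Rapgef3* (0.96), *Pde4d* (0.90) and *Adora2a* (0.86). For insulin and PI3K-AKT signaling (25 genes) the mean was 0.06 with 15 genes higher and overlapping groups (adjusted p 0.435, from 0.264 to 0.813 over its alternatives). Adjusted over the list alone, 7 PPAR targets (6 of them higher), 6 cAMP genes (all higher) and 0 insulin and PI3K-AKT genes had an adjusted p under 0.05, against 0 of each over all genes and, at an unadjusted p under 0.05, 16, 7 and 3. Camera with an estimated correlation and fry called 0 of the 8 iWAT lists.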

The functional annotation chart and GSEA in iWAT revealed that gene sets related to PPAR, PI3K-AKT, and the cyclic adenosine 3′,5′-monophosphate (cAMP) signaling pathways were significantly enriched in the LKO mice (Figures 4D and 4E, and Table S3), which was confirmed by an increase in insulin signaling in the WAT of LKO mice (Figures 3B and 3F).

Cell non-autonomous factors induced during the ISR^mt^ play a key role in inter-organ communication and the reprogramming of systemic energy metabolism. We therefore analyzed the differentially expressed genes (DEGs) termed as secreted proteins in liver and found that transcripts classified as growth factor, immune response, lipoprotein, and mediators related with lipoid and glucose metabolism were associated with defective OxPhos in liver (Figure 4F). 

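Figure 4F names 35 transcripts of secreted proteins, of which 34 were tested in liver, *Orm3* being under the limit of 1 FPKM in 3 libraries. All 34 were higher in LKO mice, at least 1.5-fold and with an adjusted p under 0.05 from limma over all genes, and 34 when adjusted over the list alone. Because the study chose these transcripts on the same libraries, that count is not independent evidence. Every LKO library was above every Ctrl library for 33 of them, where chance separates the groups in either direction for 10%, the exception being *Mif*. The fold changes ran from 1.6 to 19.4 with a median of 3.26, and 32 were at least 2-fold. After median-ratio scaling all 34 were still higher, 29 of them past both limits. An adjusted p under 0.05 was kept by 18 of the 34 in every alternative run for them and lost by 16 in at least 1. It was kept by 22 of 34 with ordinary variances and 20 of 34 with these and quantile normalization, by 26 of 34 without Ctrl 1, 25 of 34 without Ctrl 2, 27 of 34 without Ctrl 3, 27 of 27 without LKO 1, 19 of 27 without LKO 2 and 25 of 27 without LKO 3, the last 3 fits leaving 7 of them untested. *Mif* lost it in 10 of 16 alternatives (up to 0.158), *Defb1* in 10 of 15 (0.213), *Hpx* in 9 (0.568), *Ahsg* in 7 (0.428), *Aldoa* in 6 (0.129), *Cd14* in 5 (0.128) and *Btc* in 3 (0.113). After median-ratio scaling the log2 fold changes of *Hpx* and *Ahsg* went from 0.67 and 0.68 to 0.23 and 0.24. *Lcn2* rose from 2.71 ± 0.14 to 29.8 ± 13 FPKM (log2 fold change 2.95, limma adjusted p 0.00142), *Gpx3* from 2.31 ± 0.111 to 26.2 ± 22.7 FPKM (2.62, 0.0162) and *Tff3* from 7.7 ± 2.98 to 80.3 ± 91 FPKM (2.68, 0.0246). Without LKO 1 the log2 fold change was 1.78 for *Tff3* and 3.36 for *Gpx3*, and without LKO 3 that of *Gpx3* was 1.95. *Tff3* lost an adjusted p under 0.05 without Ctrl 1 (0.0602), Ctrl 2 (0.0848), Ctrl 3 (0.0633) or LKO 2 (0.0539) and after median-ratio scaling (0.0746), and *Gpx3* without Ctrl 1 (0.0543), Ctrl 2 (0.0576), Ctrl 3 (0.0534) or LKO 2 (0.0632). The adjusted p reached at most 0.18 for *Tff3* and 0.111 for *Gpx3* over all alternatives. *Tinag* was listed at 0 in all 3 Ctrl libraries and at 1.56 ± 0.494 FPKM in LKO livers (SD, n = 3). *Clcf1*, *Apoc2*, *Serpina3g* and *Bmp8b* lie within or across the annotated spans of other genes on the same strand, and their values are uncertain to that extent.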

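*Fgf21* (NCBI Gene 56636, chromosome 7 from 45613890 to 45615490) was 39.4 ± 26.2 FPKM in LKO and 0.841 ± 0.72 FPKM in Ctrl (SD, n = 3 each), and *Gdf15* (NCBI Gene 23886, chromosome 8 from 70629393 to 70632456) was 39.8 ± 18.3 FPKM in LKO and 3.12 ± 0.486 FPKM in Ctrl. On log2(FPKM + 1) these are a 19.4-fold rise (log2 fold change 4.28, standard error 0.53, limma adjusted p = 0.00204) and a 9.14-fold rise (3.19, 0.35, 0.00149). The 3 LKO libraries lay above the 3 Ctrl libraries for both (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Because *Fgf21* was under 1 FPKM in the Ctrl mean, its fold change depends on the pseudocount, and with 0.1 in place of 1 its log2 fold change was 5.41. That was the alternative that moved it most. After median-ratio scaling the log2 fold changes were 3.96 and 2.80, and with quantile normalization 3.96 and 2.85. The paper's fold changes in liver were reproduced here with quantile normalization, so its folds for the pair are on another scale than those above. Among the 34 tested secreted transcripts *Fgf21* had the largest fold change and *Gdf15* came next, ahead of *Cd36*, which rose from 5.8 ± 1.19 to 63.2 ± 22.6 FPKM (log2 fold change 3.19, 2.78 after scaling). *Fgf21* led in all 16 alternatives and *Gdf15* next in 10, with a lowest place of 5 at a pseudocount of 0.1. *Gdf15* came behind *Cd36* with quantile normalization, with and without ordinary variances, and without Ctrl 1 or LKO 2. Without LKO 3 its log2 fold change of 2.90 placed it behind *Tff3* (3.24) and *Cd36* (2.95). The paper places the pair among transcripts with a known effect on insulin sensitivity and also measures their serum proteins, which are not analysed here.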

Among the transcripts that have known to improve the insulin sensitivity, *Fgf21* (15.5-fold change) and *Gdf15* (7.2-fold change) were mostly increased in the liver of LKO mice with significance. Mitochondrial OxPhos dysfunction increased not only hepatic *Gdf15* and *Fgf21* mRNA expression but also the serum concentrations of GDF15 and FGF21 in the LKO mice (Figures 4G and 4H). In addition, the expression of β-klotho, a co-receptor for FGF21, was also high in the iWAT of LKO mice, which might be because of greater effects of FGF21 (Figure 4I). Taken together, these data show that mitochondrial OxPhos dysfunction in the liver alters the hepatic transcriptome involved in coordinating the ISR^mt^ (including cell-autonomous and non-cell autonomous factors), and these hepatic changes were associated with greater insulin action in adipose tissues and the regulation of systemic energy homeostasis.

### Distinct roles of the hepatic metabokines GDF15 and FGF21 in systemic energy metabolism

Although the physiological role of GDF15 and FGF21 have been well established through respective studies using pharmacological and genetic approaches, it is still unclear how concurrently induced metabokines differently act and which is more potential to improve the metabolism.

Therefore, to investigate the roles of these major hepatic metabokines in LKO mice, we generated LKO mice with global *Gdf15* deletion (LGKO) or global *Fgf21* deletion (LFKO) on a C57BL/6 background (Figures S5A and S5B). LGKO and LFKO mice exhibited much lower expression of *Gdf15* and *Fgf21*, respectively, than control mice (Figures S5C and S5D). Interestingly, deficiency of one of these metabokines did not affect the expression of the other metabokine in LKO mice (Figures S5E and S5F).

Next, we compared the effects of the two hepatic metabokines on systemic energy homeostasis. LGKO mice had higher body and fat mass than LKO mice (Figures 5A and 5B). Although the ablation of GDF15 increased the food intake of both the GKO and LGKO mice, LKO mice (with endogenous plasma concentrations of GDF15 of 308±88.04 pg/mL) consumed similar amounts of food as controls (Figure 5C). By contrast, LFKO mice exhibited similar body and fat mass gains to LKO mice (Figures 5D and 5E) as well as food intake (Figure 5F). glucose tolerance test (GTT) revealed that glucose clearance was better in LKO and LGKO mice than in controls (Figure 5G), but LGKO mice showed an intermediate glucose disposal rate during insulin tolerance test (ITT) (Figure 5H), which suggests that GDF15 affects insulin-stimulated glucose disposal. By contrast, LFKO mice showed high blood glucose concentrations 15 min after glucose challenge and intermediate insulin tolerance, when compared with LKO mice, which indicates that FGF21 affects acute glucose clearance and disposal (Figures 5I and 5J). Taken together, these data suggest that hepatic GDF15 secretion in the context of the ISR^mt^ regulates body and fat mass, regardless of food intake, whereas hepatic FGF21 has a glucose-lowering effect. Thus, both metabokines influence insulin-stimulated glucose disposal.

**Figure 5:**
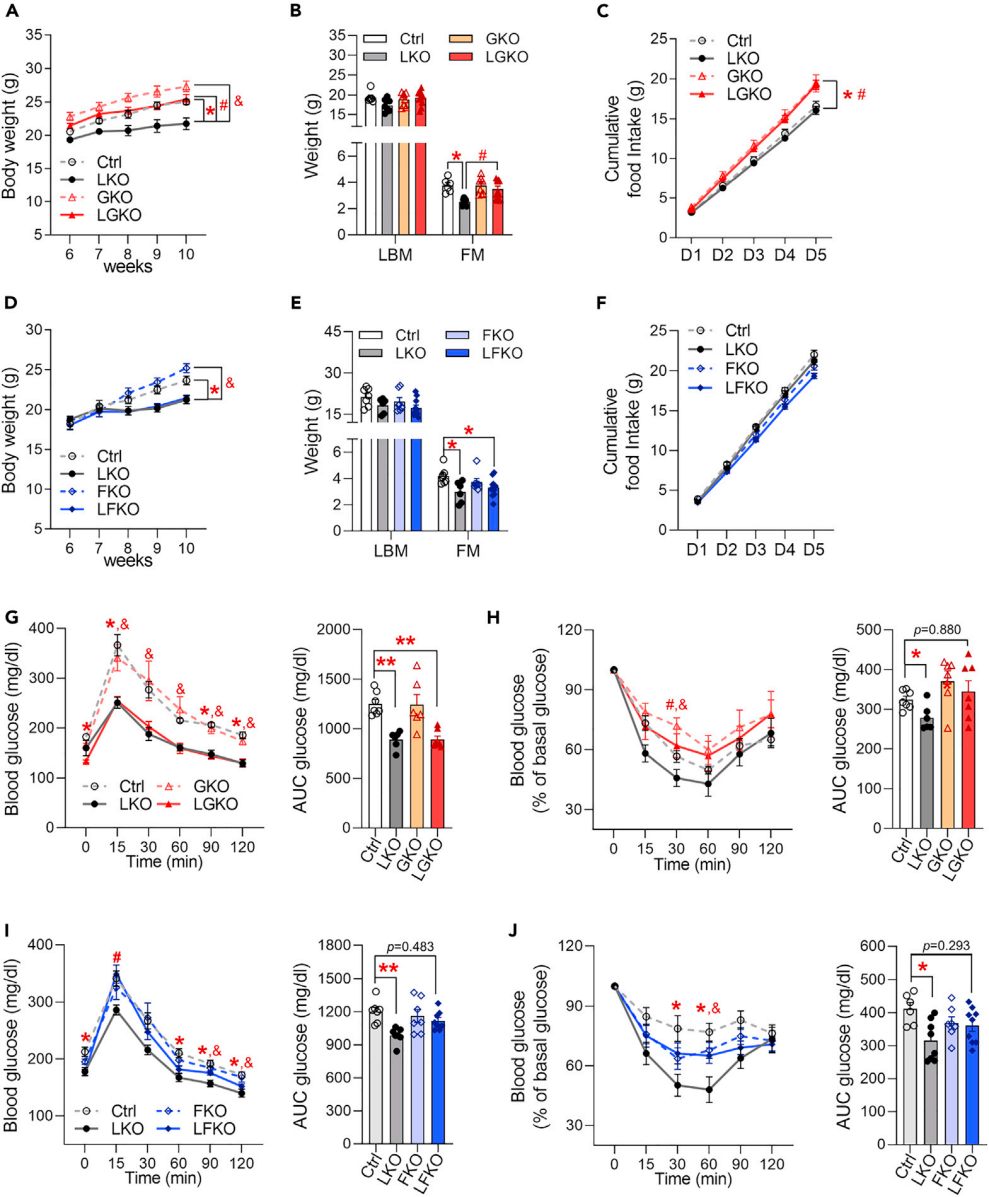
GDF15 regulates body and fat mass, and FGF21 regulates glucose clearance in liver-specific *Crif1*-deficient mice fed a chow diet (A) Body masses of Ctrl, LKO, GKO, and LGKO mice (n = 7 biological replicates from five independent experiments). (B) Body composition, measured by DXA, of Ctrl, LKO, GKO, and LGKO mice (n = 7–11 biological replicates from three independent experiments). (C) Cumulative food intake over 5 days in Ctrl, LKO, GKO, and LGKO mice housed in individual cages (n = 7–11 biological replicates). (D) Body masses of Ctrl, LKO, FKO, and LFKO mice (n = 8–12 biological replicates from two independent experiments). (E) Body composition, measured by DXA, of Ctrl, LKO, FKO, and LFKO mice (n = 7–10 biological replicates from two independent experiments). (F) Cumulative food intake over 5 days in Ctrl, LKO, FKO, and LFKO mice (n = 8–12 biological replicates from two independent experiments). (G) Glucose tolerance test (left panel) and glucose area under the curve (AUC, right panel) after fasting for 6 h in Ctrl, LKO, GKO, and LGKO mice (n = 6–7 biological replicates per group from three independent experiments). (H) Insulin tolerance test (left panel) and glucose area under the curve (AUC, right panel) in Ctrl, LKO, GKO, and LGKO mice fasted for 6 h (n = 6–7 biological replicates per group from three independent experiments). (I) Glucose tolerance test (left panel) and glucose area under the curve (right panel) in Ctrl, LKO, FKO, and LFKO mice fasted for 6 h (n = 7–8 biological replicates from three independent experiments). (J) Insulin tolerance test (left panel) and glucose area under the curve (right panel) in Ctrl, LKO, FKO, and LFKO mice fasted for 6 h (n = 7–8 biological replicates from three independent experiments). The mice were studied at 8–10 weeks of age and fed a chow diet. Data are expressed as the mean ± SEM and were analyzed by ANOVA followed by Scheff's post-hoc test (∗p < 0.05 versus Ctrl, ∗∗p<0.001, #p < 0.05 for LKO versus DKO, &p < 0.05 for LKO versus GKO or FKO). See also Figure S5.

### Fgf21 deficiency is associated with less browning and lower systemic energy expenditure in LKO mice

Next, to dissect the mechanism whereby hepatic metabokines affect insulin signaling in the WAT and the EE of LKO mice, we measured the insulin-induced AKT phosphorylation in the iWAT of double knockout mice. LGKO mice showed consistently an increase in insulin-induced AKT phosphorylation at Thr308 in iWAT (Figures 6A and S6A). Moreover, the high expression of *Glut4*, *Ucp1,* and *Cpt1a/b* that was identified in the iWAT of LKO mice remained in LGKO mice (Figure 6B), whereas LFKO mice showed a decrease in both phosphorylation at Thr308 and Ser473 in iWAT following intraperitoneal insulin injection (Figures 6B, 6C, and S6B). Interestingly, the expression of *Ucp1* and *Cpt1 a/b* was significantly lower in LFKO mice than in LKO mice (Figure 6D). EE was significantly higher in LGKO mice than in control mice during the night (Figure 6E), even though the physical activity of the two groups was similar (Figure 6F). By contrast, the high EE in LKO mice (day, p = 0.1385; night, p = 0.0535) was significantly reduced in LFKO mice, despite similar physical activity (Figures 6G and 6H), which suggests that FGF21 is required for the high EE in LKO mice. Taken together, these data suggest that FGF21 increases not only insulin signaling and EE but also the expression of genes involved in energy metabolism in the iWAT. However, GDF15 is involved the glucose disposal mediated by insulin, not required for the improvements in energy homeostasis in mice that have aberrant hepatic OxPhos.

**Figure 6:**
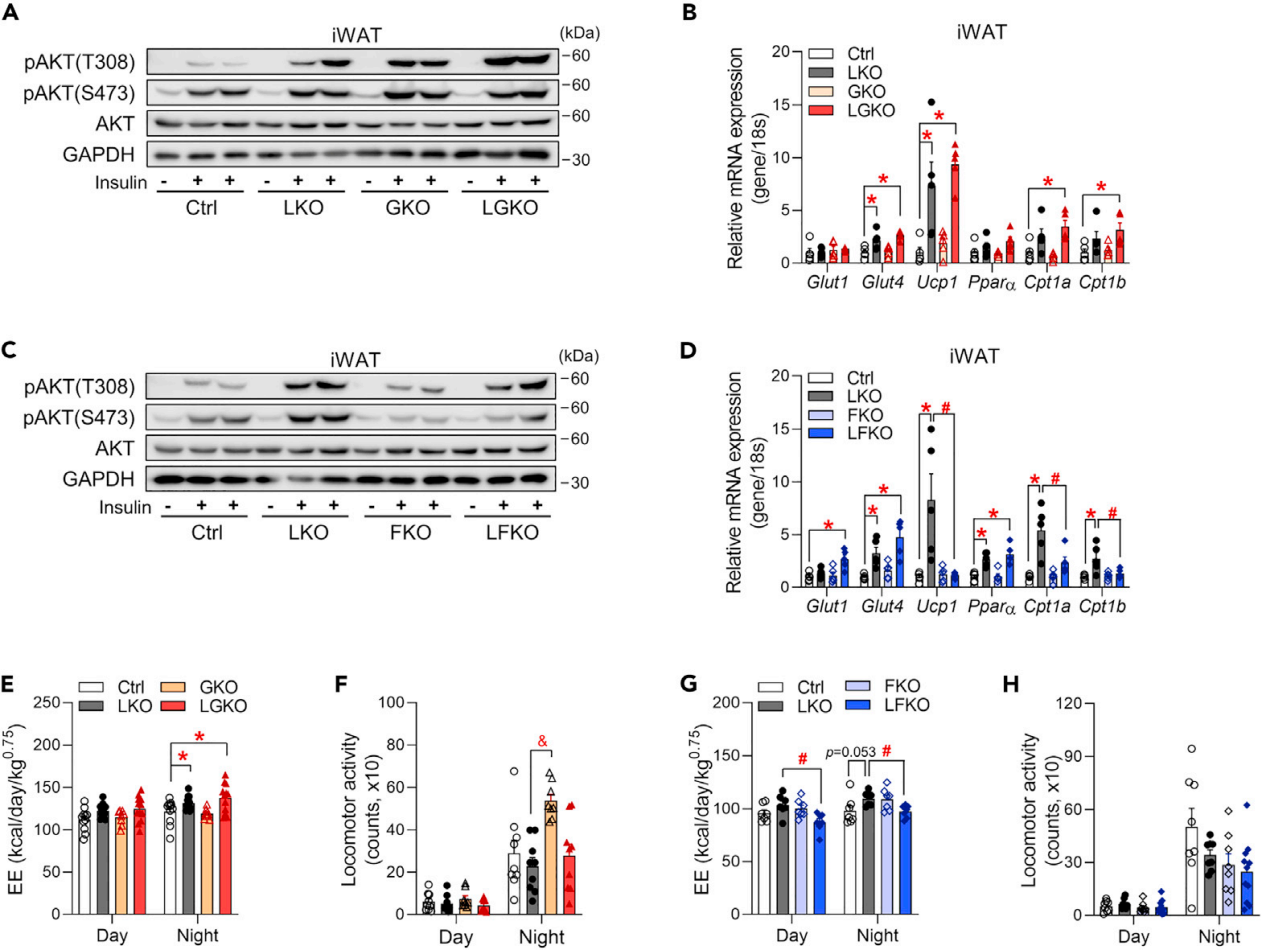
FGF21 increases insulin signaling and the expression of fatty acid metabolic genes in the iWAT of liver-specific *Crif1*-deficient mice (A) Western blot analysis of AKT phosphorylation in the iWAT of Ctrl, LKO, GKO, and LGKO mice. Mice were fasted for 6 h and then injected intraperitoneally with insulin (4 U/kg). The results of one representative experiment of the two conducted are shown. (B) Quantitative PCR analysis of genes involved in glucose transport and fatty acid oxidation in the iWAT of Ctrl, LKO, GKO, and LGKO mice (n = 5 biological replicates from two independent experiments). (C) Western blot analysis of AKT phosphorylation in the iWAT of Ctrl, LKO, FKO, and LFKO mice. Mice were fasted for 6 h and then injected intraperitoneally with insulin (4 U/kg). The results of one representative experiment of the two conducted are shown. (D) Quantitative PCR analysis of genes involved in glucose transport and fatty acid oxidation in the iWAT of Ctrl, LKO, FKO, and LFKO mice (n = 5 biological replicates from two independent experiments). (E) EE per metabolic body mass (BM^0.75^) in Ctrl, LKO, GKO, and LGKO mice (n = 8–12 biological replicates). After 2 days of acclimatization, EE was measured for 2 days. (F) Locomotor activity in Ctrl, LKO, GKO, and LGKO mice housed in individual cages (n = 8–9 biological replicates). Activity was monitored after 1 day of acclimatization. (G) EE per metabolic body mass (BM^0.75^) in Ctrl, LKO, FKO, and LFKO mice (n = 7 biological replicates). (H) Locomotor activity in Ctrl, LKO, FKO, and LFKO mice housed in individual cages (n = 8–11 biological replicates). Data are expressed as the mean ± SEM and were analyzed by ANOVA followed by Scheff's post-hoc test (∗p < 0.05 versus Ctrl, #p < 0.05 for LKO versus DKO, &p < 0.05 for LKO versus GKO or FKO). See also Figure S6.

### GDF15 contributes to the prevention of hepatic steatosis in LKO mice fed a high-fat diet

To verify whether hepatic metabokines confer resistance to diet-induced obesity, all the groups of mice were fed an HFD for 8 weeks. LGKO mice showed greater body mass gain than LKO mice, but that of the LFKO mice was similar to that of the LKO mice when consuming an HFD (Figures 7A and 7B). The masses of the iWAT, eWAT, and BAT depots were much higher in LGKO mice than in LKO mice, but *Fgf21* deficiency did not alter the masses of adipose tissue depots in LKO mice (Figures 7C and 7D), which suggests that GDF15 influences the body and fat mass of LKO mice fed an HFD.

**Figure 7:**
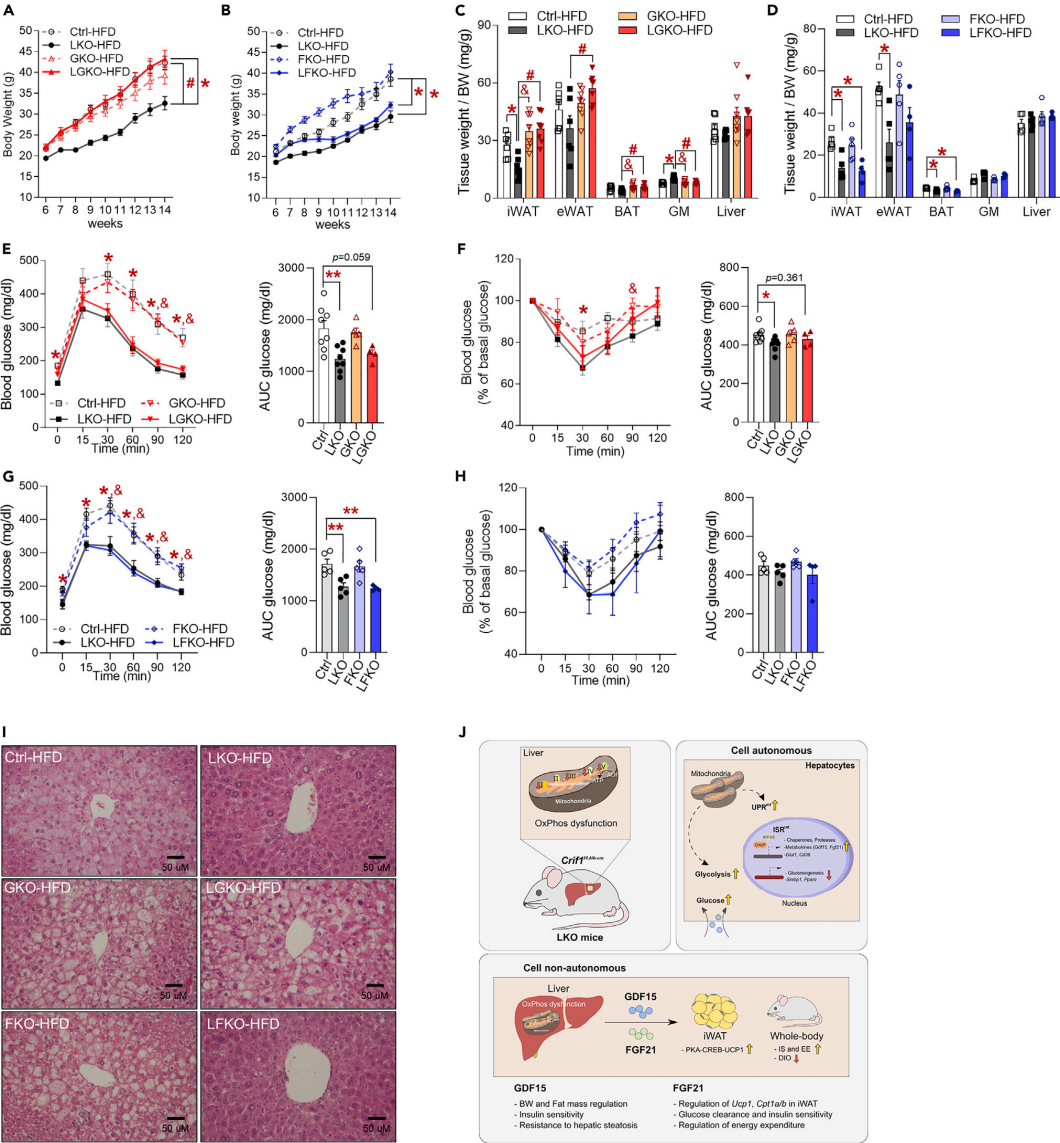
Genetic ablation of *Gdf15* in LKO mice worsens hepatic steatosis, independent of insulin sensitivity (A) Body masses of Ctrl, LKO, GKO, and LGKO mice fed a high-fat diet (60% fat) from 6 to 14 weeks of age (n = 7 biological replicates from two independent experiments). (B) Body masses of Ctrl, LKO, FKO, and LFKO mice fed a high-fat diet from 6 to 14 weeks of age (n = 6–8 biological replicates from two independent experiments). (C) Tissue masses per unit body mass of Ctrl, LKO, GKO, and LGKO mice fed a high-fat diet (n = 7–8 biological replicates from two independent experiments). (D) Tissue masses per unit body mass of Ctrl, LKO, FKO, and LFKO mice fed a high-fat diet (n = 5 biological replicates from two independent experiments). (E and F) Glucose tolerance (E) and insulin tolerance test (F) data for Ctrl, LKO, GKO, and LGKO mice fed a high-fat diet (n = 5–8 biological replicates from two independent experiments). (G and H) Glucose tolerance (G) and insulin tolerance test (H) data for Ctrl, LKO, FKO, and LFKO mice fed a high-fat diet (n = 5 biological replicates from two independent experiments). (I) Representative hematoxylin and eosin-stained liver sections from Ctrl, LKO, GKO, LGKO, FKO, and LFKO mice fed a high-fat diet for 8 weeks (n = 4–5 biological replicates). (J) A schematic model showing consequence upon hepatic ISR^mt^ and action of GDF15 and FGF21 in those mice. All data are expressed as the mean ± SEM and were analyzed using ANOVA followed by Scheff's post-hoc test (∗p < 0.05 versus Ctrl, #p < 0.05 for LKO versus DKO, &p < 0.05 for LKO versus GKO or FKO).

The glucose clearance during GTT by HFD-fed LGKO and LFKO mice was similar to that of LKO mice (Figures 7E and 7G), but LGKO mice exhibited an intermediate rate of glucose disposal after insulin stimulation (Figures 7F and 7H), which implies that GDF15, but not FGF21, is required for effective insulin action in mice fed an HFD. Because of the lower hepatic lipid accumulation in LKO mice fed an HFD, we next analyzed the liver histology of double knockout mice. LGKO livers contained larger numbers of intracellular lipid droplets than LKO mice, whereas LFKO livers contained fewer lipid droplets (Figure 7I). This suggests that the GDF15 that is secreted in response to the ISR^mt^ may protect against hepatic fat deposition in LKO mice fed an HFD.

## Discussion

Recent studies have revealed that mitochondrial OxPhos dysfunction or proteotoxic stress can elicit an adaptive hormetic response to overcome the initiating abnormalities, which are paradoxically associated with improvements in systemic energy metabolism (Bhaskaran et al., 2018; Kleinridders et al., 2013; Pospisilik et al., 2007) and greater longevity in multiple organisms (Feng et al., 2001; Houtkooper et al., 2013; Kirchman et al., 1999; Liu et al., 2005; Owusu-Ansah et al., 2013). These benefits are thought to be mediated by metabokines (Chung et al., 2017b; Durieux et al., 2011; Kim et al., 2013; Ost et al., 2016). The liver is one of the first organs to respond to dietary factors (Kraegen et al., 1991) and demonstrates metabolic plasticity and flexibility of its mitochondria to permit adaptation to changes in bioenergetic demand (Koliaki and Roden, 2016). Liver-specific *Cpt2*-deficient mice exhibited improvements in metabolism that were associated with high serum concentrations of GDF15 and FGF21 (Lee et al., 2017), but the direct effects of changes in the secretion of these hepatic metabokines on energy metabolism were not described. Moreover, almost all studies have displayed the concurrent induction of GDF15 and FGF21 in response to key regulators of ISR^mt^, including CHOP and ATF4, but did not distinguish the metabolic role of each metabokine. In the present study, we created a mouse model of liver-specific OxPhos dysfunction and characterized the hepatic adaptive response, which we found to involve both cell-autonomous and cell non-autonomous signaling. We suggest that mitochondrial stress in hepatocytes results in (1) insulin-independent alterations in cellular energy metabolism and (2) systemic modulation of energy homeostasis through the different actions of the hepatic metabokines GDF15 and FGF21.

In LKO mice, the reduction in hepatic OxPhos activates glycolysis and insulin-independent glucose uptake, which seems to compensate for the energy deprivation. Although the hepatocytes of LKO mice use different pathways for their energy production, the size of glycogen storage granules and the expression of genes involved in gluconeogenesis and lipogenesis were lower in LKO livers. Although the detailed mechanism underlying the reduction in gluconeogenesis associated with OxPhos dysfunction was not defined in the present study, we identified reductions in the expression of transcription factors that regulate glucose and lipid metabolism, including *Foxo3*, *ChREBP,* and *Srebp1/2*, in the livers of LKO mice, which suggests that there is cross talk between mitochondrial OxPhos and the nucleus to maintain gluconeogenesis and lipid metabolism. 

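In the livers of LKO mice *Mlxipl*, the gene of ChREBP (NCBI Gene 58805, chromosome 5 from 135106891 to 135138382), fell from 129 ± 7.81 to 81.8 ± 2.03 FPKM (SD, 3 mice per group), a log2 fold change of -0.65 (limma adjusted p 0.00382). *Srebf1*, the gene of SREBP1 (NCBI Gene 20787, chromosome 11 from 60199084 to 60220627), fell from 76.2 ± 28.6 to 30.5 ± 11.6 FPKM (-1.29, 0.0188), and each LKO library was below each Ctrl library for both. The span of *Srebf1* meets that of *Rai1* on the opposite strand. Its adjusted p was 0.0545 without Ctrl 1, 0.0553 without Ctrl 2, 0.0743 without LKO 2 and 0.0516 without LKO 3, and ran from 1.0e-04 to 0.0871 over the alternatives. *Foxo3* (NCBI Gene 56484, chromosome 10 from 42185786 to 42276742) was 5.86 ± 0.906 FPKM in LKO and 6.85 ± 0.734 FPKM in Ctrl (SD, n = 3 each) with overlapping groups, a log2 fold change of -0.20 (adjusted p 0.264). After median-ratio scaling it was -0.58 (adjusted p 0.00672), and the adjusted p of *Foxo3* went from 0.00672 to 0.593 over its alternatives. *Srebf2* (NCBI Gene 20788, chromosome 15 from 82147269 to 82204960) was 18.1 ± 0.692 FPKM in LKO and 18.3 ± 2.51 FPKM in Ctrl, a log2 fold change of -0.00 (adjusted p 0.986), and -0.42 after scaling (adjusted p 0.0577). Its sign turned positive with the deposited TPM (0.12), without Ctrl 1 (0.06), without Ctrl 3 (0.05) and without LKO 2 (0.03). The gluconeogenesis list of 10 genes ranked down among the tested genes with a mean log2 fold change of 0.14 and -0.27 after scaling (camera, adjusted p 0.0804, 0.336 scaled), with 4 genes under 0.05 when adjusted over the list alone (2 in each direction), as many as over all genes, and 5 of its genes higher in LKO livers. Without Ctrl 1 its adjusted p was 0.0333, and its alternatives with the preset correlation gave 0.00931 to 0.733. *Pck2* had the largest rise in it (1.71).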

Another effect of mitochondrial OxPhos deficiency was that hepatic insulin signaling, as assessed by the measurement of insulin-induced AKT phosphorylation, was markedly impaired in LKO livers. In contrast to the phenotype of the LKO mice, liver-specific apoptosis-inducing factor (*Aif*) knockout mice exhibited an improvement in hepatic insulin signaling, even though hepatic OxPhos was also impaired (Pospisilik et al., 2007). This discrepancy may be due to the differing levels of proteotoxic or oxidative stress. A deficiency of hepatic *Aif* does not change the intracellular or extracellular reactive oxygen species (ROS) concentrations compared with controls, but *Crif1*-deficient cells exhibit significantly higher mitochondrial ROS production (Kim et al., 2012) and proteotoxic stress, which lead to additional impairments in mitochondrial OxPhos.

In the present study, we have demonstrated that GDF15 and FGF21 are hepatic metabokines that modulate systemic energy metabolism in LKO mice (Figure 7J). Metabokines are well-known biomarkers of mitochondrial pathology (Davis et al., 2016), as well as important regulators of systemic energy metabolism. The promoters of *Gdf15* and *Fgf21* contain binding sites for transcription factors, such as CHOP and ATF4, respectively (Chung et al., 2017b; De Sousa-Coelho et al., 2012), which increase the levels of both metabokines during the ISR^mt^. Most studies conducted to date focused on the role of single metabokines in the regulation of insulin sensitivity and EE, whereas we have distinguished the differential effects of hepatic metabokines using double knockout LKO/*Gdf15*^*−/−*^ (LGKO) and LKO/*Fgf21*^*−/−*^ (LFKO) mice. We have identified a role for GDF15 in the regulation of body mass, fat mass, and insulin-dependent glucose disposal in LKO mice, whereas FGF21 improves insulin sensitivity and glucose homeostasis. Moreover, FGF21 ablation reduced EE and the induction of UCP1 in the iWAT of chow diet-fed LKO mice. Interestingly, we also found that GDF15 protects against hepatic steatosis and insulin resistance in mice fed an HFD, which was in contrast to our finding of fewer hepatic lipid droplets in FGF21-deficient mice. Although the underlying mechanism whereby GDF15 protects against hepatic steatosis is unclear, our data suggest that GDF15 and FGF21 have differing roles in liver fat homeostasis.

Recent studies have demonstrated effects of FGF21 (Ost et al., 2016) and GDF15 (Ost et al., 2020) secreted by muscle using skeletal muscle-specific *Ucp1* transgenic (TG) mice. The TG mice exhibited a skeletal muscle-specific mitochondrial stress response, but an improvement in systemic energy metabolism. However, contrary to our findings, these studies demonstrated that skeletal muscle-derived FGF21 was not required for the improvements in EE and insulin sensitivity (Ost et al., 2016). This discrepancy may be explained by differences in the responsiveness of mice of different ages to FGF21. The previous study was conducted in 40-week-old mice, and the serum FGF21 concentrations of the wild-type mice were ∼2 ng/mL, which was 10 times higher than the concentrations in the control mice in the present study, which suggests that older mice may be FGF21 resistant. Although the molecular mechanism underlying FGF21 resistance requires elucidation (Markan et al., 2017), aging is known to increase the FGF21 concentration and is negatively associated with FGF21 responsiveness (Villarroya et al., 2018). Another difference between the present study and that of the *Ucp1*-TG mice regards whether GDF15 plays an important role in the UCP1-dependent browning of iWAT. Browning in the *Ucp1*-TG mice was abolished in TG/*Gdf15*^*−/−*^ mice, which contrasts with our finding that genetic ablation of *Gdf15* does not alter *Ucp1* induction in LKO mice. GDF15 has an anti-inflammatory role in adipose-resident macrophages because it promotes M2-like polarization (Jung et al., 2018), which is favorable for browning (Nguyen et al., 2011). Given that adipose inflammation gradually increases with age (Schaum et al., 2019), the potential for browning would be maximized in older mice through the activation of M2 macrophages. Our *in vivo* experiments were conducted in young mice (8–10 weeks of age), which may have reduced the impact of GDF15 on the immune cells that favor the browning of adipose tissue.

In our previous studies, we developed mice with mitochondrial OxPhos dysfunction caused by *Crif1* deficiency in a tissue-specific manner (brain, adipose tissue, skeletal muscle, β-cell, and macrophage) (Choi et al., 2020; Chung et al., 2017b; Jung et al., 2018; Kim et al., 2012, 2015). However, induction of metabokines (GDF15, FGF21) were not observed in every genetic model. Mice with *Crif1* deficiency in β-cells and macrophages exhibited normal or reduced expression of metabokines, respectively, whereas deletion of *Crif1* in adipose and skeletal muscle showed significantly increased metabokine levels, suggesting that the mitohormetic effects and induction mechanism can vary tissue specifically.

As mentioned, we developed adipose-specific *Crif1* KO mice (AdKO) (Choi et al., 2020) and observed the roles of GDF15 and FGF21 in this model. We postulated that the metabolic effects of these metabokines can vary depending on which tissue produces the metabokines. Several studies suggest that liver, but not the adipose tissue, produces the circulating FGF21 in DIO mice (Markan et al., 2014) or in mice exposed to cold (Ameka et al., 2019), which regulated glucose disposal or core body temperature, respectively. At least in these conditions (DIO, acute cold exposure), FGF21 derived from adipose tissue was insufficient to enhance the glucose disposal or regulate core body temperature. In agreement with these studies, AdKO mice fed a chow diet showed only modest changes in glucose and insulin tolerance as well as EE despite induction of GDF15 and FGF21 in white adipose tissue. In contrast to ADKO mice, LKO mice fed a chow diet showed improved insulin tolerance. The effects on hepatic steatosis in mice fed an HFD also differed between the two studies. In DIO-AdKO mice, both GDF15 and FGF21 protected from hepatic fat accumulation, whereas in DIO-LKO mice, only GDF15 showed a protective effect on hepatic fat accumulation.

The previous study using male GDF15KO mice exhibited similar EE and cumulated food intake as controls, but the fat mass was significantly increased in GDF15KO mice at 12–14 weeks of age (Tsai et al., 2013). However, the male GKO mice used in this study manifested similar body and fat mass with controls at 10 weeks of age, which was consistent with another study observing the body and fat mass in GDF15KO mice up to 95 weeks of age (Ost et al., 2020). Moreover, unlike with the previous study, our male GKO and LGKO mice exhibited significantly increased cumulative food intake for 5 days. This discrepancy can be caused by differences in the normalization of food intake. The previous study displayed modest changes in food intake, which was normalized to the total body weight, despite a different body composition (Tsai et al., 2013). However, according to the guidelines for measuring energy intake and expenditure in mice, simple division by body weight can overlook the relationship between body composition (fat and lean mass) and energy metabolism (Tschop et al., 2011). This approach can only be adjusted in the case that the intercept of regression line between mass and EE is zero.

GDF15 has a potent anorexigenic effect that is exerted via activation of the brainstem receptor GFRAL (Hsu et al., 2017; Yang et al., 2017). Recent work has suggested that GDF15 administration affects food intake by activating GFRAL (Borner et al., 2020). Although the mice were administered a low dose of GDF15 (20 μg/mL) in this study, the dose is still high compared with the normal physiological levels of GDF15 (∼100 pg/mL in C57BL/6 mice) (Patel et al., 2019). However, LKO mice with serum GDF15 concentrations of ∼300 pg/mL did not exhibit any differences in food intake, which was consistent with the phenotypes of several mouse models that had endogenous serum GDF15 concentrations of ∼400 pg/mL (Choi et al., 2020; Kim et al., 2018; Ost et al., 2020). Pharmacological doses of recombinant GDF15 induce emesis and nausea, and lead to about 60-fold higher concentrations than the serum GDF15 concentrations in the LKO mice. Further evidence may be obtained from study of the soluble form of GFRAL, GFRAL-B (Li et al., 2005). GFRAL has two splice variants: GFRAL-A, a membrane-bound full-length form, and GFRAL-B, which lacks the cysteine-rich domain 3. Although the expression of GFRAL-A and B is restricted to certain brain regions, it still needs to be determined whether the soluble form of GFRAL can bind to circulating GDF15. GDF15 activity and the concentration threshold required for its effects on systemic energy metabolism may be regulated by this soluble form of GFRAL. Therefore, further study is required to determine whether soluble GFRAL has a role in metabolism.

### Limitations of the study

Although the expression of *Fgf21* and *Gdf15* was only increased in the livers of LKO mice, it is difficult to exclude an effect of the basal expression of these genes in other tissues on the mouse phenotype. 

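Outside the liver, both transcripts were too low to be tested. *Fgf21* was at 0.0663 ± 0.115 FPKM in Ctrl and 0.181 ± 0.122 FPKM in LKO iWAT (SD, n = 3 each), at 0.0367 ± 0.0342 and 0.0137 ± 0.0238 FPKM in GM, and at 0.00937 ± 0.0162 and 0.0115 ± 0.020 FPKM in hypothalamus. *Gdf15* was at 0.51 ± 0.395 FPKM in Ctrl and 0.357 ± 0.232 FPKM in LKO iWAT, at 0.171 ± 0.0804 and 0.266 ± 0.172 FPKM in GM, and at 0.0854 ± 0.0344 and 0.0861 ± 0.0376 FPKM in hypothalamus. The Ctrl and LKO libraries overlapped for both in the 3 tissues. How small a change could be detected at these levels was not tested. The effect of genotype differed between the 4 tissues in limma's interaction test over all 24 libraries, with an adjusted p of 2.2e-06 for *Fgf21* and 2.3e-06 for *Gdf15* over 15794 genes, of which 5285 had an adjusted p under 0.05.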

According to previous study findings, global *Gdf15* knockout mice does not alter blood glucose, insulin tolerance, or EE in male mice (Tsai et al., 2013). In addition, *Fgf21* knockout mice did not show a difference in blood glucose in the fed state (Liang et al., 2014; Potthoff et al., 2009). However, during fasting conditions, *Fgf21* deficiency markedly impaired expression of key enzymes for gluconeogenesis (Liang et al., 2014). Furthermore, we only evaluated WAT browning by FGF21 and GDF15 *in vivo* and hence cannot exclude indirect effects of these metabokines on metabolism. Finally, in a recent study, GDF15 was shown to be required for the effect of the hepatic sympathetic outflow on triglyceride metabolism (Luan et al., 2019); therefore, the hepatic abnormalities in the LKO mice may have altered some of the central actions of endogenous GDF15.

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by Minho Shong (Lead Contact and Corresponding Author; ) or Hyon-Seung Yi (Corresponding Author; ).

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The RNA sequencing data for the liver, iWAT, GM, and hypothalamus generated during this study have been deposited in the Gene Expression Omnibus (GEO). They are available with accession number GSE149553.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

How the deposited data were processed for this re-analysis (not part of the article)

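The data are bulk RNA-seq libraries from 4 tissues (liver, iWAT, GM and hypothalamus) of Ctrl and LKO mice, 3 of each genotype per tissue, which makes 24 libraries. Whether the tissues came from the same mice is not stated in the labels, and fits across tissues took the libraries as independent. The sample labels give an age of 8 weeks, and the paper 8 to 9 weeks. All 24 libraries were used and none was left out of the main comparisons.

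The authors deposited FPKM values per gene, made from reads of each library on the mm10 genome with NCBI Gene identifiers and RefSeq transcripts, in 1 joined table of 24532 genes, of which 21135 were above 0 in any library. For each library the authors also deposited a table of gene abundance with the mean coverage of the transcripts, FPKM and TPM, in the layout that StringTie writes. The deposited coverage was not scaled for depth by the authors, the deposited FPKM were scaled to the fragments of each library, and the deposited TPM were scaled by the authors to the same sum in each library. No scaling between libraries is stated for any of them. The paper's text names no aligner or counting tool, and the Transparent Methods file was not read here. Between 99.7% and 99.8% of the genes of a library had the same FPKM in both kinds of table, and 244 genes were listed at several places. The library tables held no gene of the mitochondrial chromosome, so that a list of mitochondrially encoded transcripts, written beforehand, gave no result. Read counts were not used here, so counting tools were not applied.

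Depth was inferred from the ratio of FPKM to coverage, which was shared by at least 72.9% of the genes of a library, as 4.45 to 8.09 gigabases per library (median 5.19). Counting error of single genes could not be given, because the values are not counts. Genes under 1 FPKM in more than 3 of the 6 libraries of a tissue were not tested there. The sex, the level of *Crif1* and the correlations between libraries were checked against the labels. Pearson correlations across genes on log2(FPKM + 1) were at least 0.9825 between libraries of the same group and tissue. Between tissues they were at most 0.8544. Genes are not independent replicates in these correlations.

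Each tissue was fitted alone with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2(FPKM + 1), comparing 3 LKO with 3 Ctrl libraries. A gene passed the unadjusted criterion with a fold change of at least 1.5 on that scale and an unadjusted p under 0.05, and the adjusted criterion with the same fold change and a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in the tissue. Differences between tissues were tested in 1 limma fit of all 24 libraries, with an F test over the 3 interaction contrasts. Single values were compared with exact two-sided permutation tests, whose smallest p is 0.1 with 3 against 3. Gene lists were tested with camera at its preset correlation of 0.01, adjusted over the 17 lists of liver and the 8 of iWAT, with camera at an estimated correlation and with fry as alternatives. The lists, for the processes named by the paper and for stress responses, sex-biased and glucocorticoid-responsive transcripts, were written by hand from general knowledge. Lists of blood, liver, muscle, mammary, lymph node, pituitary, choroid plexus, Kupffer cell, monocyte and neutrophil markers were compared by their mean log2(FPKM + 1) per library. The gene sets of the published GSEA and KEGG analyses were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 read the tables and drew the plots.

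The comparisons, lists and alternatives were chosen before the data were examined, but after the paper and its Table S2, which the authors made from the same libraries, had been read. The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, the deposited TPM, median-ratio scaling, quantile normalization, ordinary in place of moderated variances, both of the last together, all 24 libraries in 1 fit, a block for the replicate number, a fold change of at least 2 and leaving out each library in turn. After the values were seen, 14 more settings were run to find the test behind Table S2, all without moderation. Of these, 12 on log2(FPKM + 1), chosen after seeing the values, cross 3 choices of genes, quantile normalization or none, and a shared or separate variance per group. The other 2, chosen after seeing the values too, took untransformed FPKM of all genes with a shared or separate variance, and were compared with the fold changes and p-values of Table S2 without counting genes. Named genes were those the paper names for these tissues in its text or in Figures 4A, 4C and 4F, those of its quantitative PCR panels, the 3 largest changes in each direction per tissue among genes with an unadjusted p under 0.05, a mean of at least 1 FPKM and no overlap between the groups, and up to 3 members of each list with the largest change. Some of these are not reported here. Other genes are said to have been singled out after their values were seen.

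The procedure was tested on simulated data with the same group sizes, spread and number of genes, the noise being drawn independently for each gene and library. With 200 genes changed by about 1.5 on the log2 scale, 87% of them were recovered at an adjusted p under 0.05 in liver, 93.5% in iWAT and 96.5% in both GM and hypothalamus. The changed genes were drawn from the better expressed of the tested genes. Recovery of genes near the limit of 1 FPKM, or of smaller changes, was therefore not tested. False calls made up 6.5% of the calls in liver, 5.1% in iWAT, 5.4% in GM and 7.7% in hypothalamus, each above the limit of 0.05. With none changed, 0 genes passed the adjusted criterion in each tissue, and 95, 82, 48 and 36 passed the unadjusted one. The copy of Table S2 used here holds 1996 of its 2237 liver entries, and all of its iWAT (552), GM (240) and hypothalamus (111) entries, so that no test was run on its liver set.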

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

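Among the tests in this part, those on blood, on the *Mup7* to *Alb* ratios and on the cell cycle list after scaling were chosen only after the result was seen, and those on pituitary, on the glucocorticoid list and on a male-to-female shift after Table S2, made by the authors from the same libraries, had been read.

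The effect of genotype differed between tissues for *Gdf15* (interaction test over all 24 libraries, adjusted p 2.3e-06), *Fgf21* (2.2e-06), *Pdk4* (0.00335) and *Acer2* (0.00644). On the log2 scale *Gdf15* and *Fgf21* rose by 3.19 and 4.28 in liver and stayed under 1 FPKM in the group means of the other 3 tissues, *Pdk4* rose by 4.20 in liver, 1.28 in iWAT, 2.15 in GM and 0.35 in hypothalamus, and *Acer2* by 1.02, 0.96, 0.61 and 0.01. In liver, iWAT and GM all 3 LKO libraries were above all 3 Ctrl libraries for *Pdk4* and *Acer2*, and in liver for *Gdf15* and *Fgf21*. The shift of all genes that only liver shows was not the source of these differences as far as scaling removes it: with median-ratio scaling the adjusted p-values were 1.8e-06, 3.1e-06, 0.00754 and 0.0171, and over all alternatives they were 1.1e-09 to 6.2e-04, 8.1e-10 to 6.8e-05, 4.1e-06 to 0.0138 and 5.8e-04 to 0.0247 in that order. Such a difference is no mark of these 4 genes, as 5285 of 15794 genes had one. For *Acer2* the effect was not largest in liver once the shift was taken off, with a 1.57-fold rise in liver and 1.93-fold in iWAT after median-ratio scaling. For *Gdf15*, *Fgf21* and *Pdk4*, the deletion being in liver, a larger effect there may be biological, which was not tested further.

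Of the 3 largest rises and the 3 largest falls in liver without overlap, the paper names *Nupr1* and marks *Mup7*, and it does not discuss the other 4. *Ly6d* rose from 0.56 to 105 FPKM (log2 fold change 5.99, adjusted p 2.6e-04, 1.5e-07 to 0.017 over its alternatives) and *Mt2* from 3.05 to 197 FPKM (5.54, 1.5e-04, 2.7e-10 to 0.0146), while *Mup1* changed from 2429 to 33.6 FPKM (-6.17, 1.5e-04, 7.8e-08 to 0.0147) and *Mup12* from 2141 to 32.7 FPKM (-6.01, 1.4e-04, 8.2e-08 to 0.0142), each without overlap between 3 LKO and 3 Ctrl libraries. The shift of all liver genes is far smaller, and after median-ratio scaling the changes were 5.69, 5.15, -6.61 and -6.45. *Mup* genes lie across one another and share reads, so the fall of a single copy is uncertain. A list of male-biased liver transcripts, some of them *Mup* genes, had a mean log2 fold change of -2.46 over 20 genes, 19 of them lower (camera, adjusted p 1.3e-31, 3.1e-39 to 6.8e-10 over the alternatives with the preset correlation, 0.0528 with an estimated one), and 19 passed 0.05 over the list alone, all lower, as did 19 over all genes. Female mice among the LKO group are excluded, since *Xist* was at most 0.00599 FPKM and *Ddx3y* at least 12.7 FPKM in each LKO liver. A male-to-female shift of the liver programme cannot be told apart from a loss of male-biased transcripts alone. The female-biased list of 10 genes had a mean of 1.36 and camera gave it 0.557, with 0.027 after scaling and 0.00302 with fry, against 0.027 to 0.76 over its alternatives with the preset correlation, and 10 of its genes passed 0.05 over the list alone, 8 higher and 2 lower in LKO livers, against 7 and 2 over all genes.

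The cell cycle list was higher in LKO livers, with a mean log2 fold change of 1.70 over 24 genes, all 24 of them higher (camera, adjusted p 5.5e-07, 2.7e-09 to 0.0198 over the alternatives with the preset correlation, 0.75 with an estimated one and 0.00747 with fry), and 24 passed 0.05 over the list alone, as did 24 over all genes. Of its genes *Cdc20* overlaps *Elovl1*. The shift of all genes is excluded as the whole of it, since the mean was 1.44 after median-ratio scaling. Whether dividing hepatocytes or other dividing cells carry it was not tested.

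Among the largest changes in iWAT was *Zbtb16*, which rose from 20.3 to 65.7 FPKM (log2 fold change 1.86, adjusted p 0.204), *S100a9*, from 1.11 to 6.3 FPKM (1.69, 0.127), and *Mir6392*, from 38.2 to 14.4 FPKM (-1.46, 0.183), each without overlap of 3 against 3, but with an adjusted p under 0.05 only with all 24 libraries in 1 fit (0.0137, 0.00592 and 0.0142) and, for *Mir6392*, without LKO 1 (0.0469). Over their alternatives the adjusted p ran 0.0137 to 0.521, 0.00592 to 0.379 and 0.0142 to 0.505. *Mir6392* lies inside *Pnpla3*, whose reads it can take up. *S100a9* may come with blood left in the tissue, which cannot be told apart from an effect of genotype. The mean of the blood list was higher in every LKO library, by 1.05, and 4 of 4 measures with near-identical copies summed were too, the sum of *Hbb-b1* and *Hbb-bs* being 1.86 times the Ctrl mean. The 11 neutrophil markers, 5 of them expressed in iWAT, had a mean 0.51 higher (exact permutation test, p = 0.10), *S100a9* itself being the most abundant in LKO mice at 6.3 FPKM and *S100a8* going from 1.72 to 4.82 FPKM. With 3 mice per group nothing here parts perfusion or dissection from genotype.

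In GM *Angptl4* rose from 4.08 to 16.3 FPKM (log2 fold change 1.73, adjusted p 0.379), *Ucp3* from 39.3 to 111 FPKM (1.50, 0.455) and *G0s2* changed from 36.3 to 11 FPKM (-1.64, 0.516), without overlap of the groups. None passed the adjusted criterion except with all 24 libraries in 1 fit (0.00409, 0.0127 and 0.0298), and over their alternatives the adjusted p ran 0.00409 to 1.0, 0.0127 to 1.0 and 0.0298 to 1.0. In this tissue 3 of the 10 splits of the 6 libraries gave as many genes at an unadjusted p, so that these changes are not set apart from other groupings. *Mup7* changed from 21.1 to 0.325 FPKM (-3.42, adjusted p 0.561, 0.0829 to 1.0 over its alternatives) and *Mup13* from 8.2 to 0.485 FPKM (-2.32, 0.563, 0.0991 to 1.0), again without overlap but with 25.5, 1.45 and 36.3 FPKM of *Mup7* in the Ctrl libraries. RNA from liver in the GM libraries may explain both. *Mup7* relative to *Alb* in each Ctrl GM library was within 1.45 times the ratio of the Ctrl liver of the same number, a limit of 1.5 having been set after the ratios were seen. The 17 liver markers, all 17 expressed in the GM libraries, ranked as in liver with a Spearman correlation (n = 17 genes) of 0.873, 0.571 and 0.922 in Ctrl and 0.532, 0.434 and 0.5 in LKO libraries, and *Alb*, their most abundant, was at 167, 13.7 and 125 FPKM in Ctrl and 65.6, 8.32 and 22.8 FPKM in LKO libraries. It stays open because LKO liver itself holds little *Mup7*, at 87.3 FPKM against 8464 in Ctrl, so that liver RNA would bring an LKO library hardly any, and because the correlations are low in 4 libraries.

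In hypothalamus *Gh* rose from 27.8 to 258 FPKM (log2 fold change 3.21, adjusted p 0.999) and *Prl* from 3.83 to 26.1 FPKM (2.50, 0.999), without overlap of the groups, and with 0.0315 to 1.0 and 0.0435 to 1.0 over their alternatives, under 0.05 only with all 24 libraries in 1 fit. Without Ctrl 3 the log2 fold changes were 2.38 and 1.81, and without LKO 1 they were 2.55 and 1.75. The highest values with 1 library left out were 3.70 and 3.21. Pituitary in the dissected tissue may explain them and cannot be told apart from a change within the hypothalamus. The mean of the 8 pituitary markers, of which 6 are expressed in these libraries, was 1.12 higher in LKO (2.33, 2.32 and 1.38 in Ctrl, 3.86, 2.83 and 2.71 in LKO; exact permutation test, p = 0.10), *Gh* being the most abundant, but the list holds *Gh* and *Prl* themselves and their published changes had been read, so the test could hardly have come out otherwise. *Pomc*, which the hypothalamus makes as well, changed by 0.01 on the log2 scale. The choroid plexus markers argue against that tissue, the mean of the 8, 4 of them expressed, differing by -0.08 with overlap (p = 0.50 in the exact test; *Clic6*, the most abundant, at 5.76 FPKM in Ctrl and 4.86 FPKM in LKO).

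Also in hypothalamus, *Zbtb16* rose from 1.72 to 6.59 FPKM (log2 fold change 1.46, adjusted p 0.13, under 0.05 without LKO 1 at 0.0275, 0.0275 to 1.0 over its alternatives), and *Lars2* changed from 26.4 to 6.74 FPKM (-1.51, 0.999), with 7.24, 27.3 and 44.5 FPKM in the Ctrl libraries and at most 7.16 in LKO. Without Ctrl 1 its log2 fold change was -2.22 and its adjusted p 0.0227, and 0.0227 to 1.0 over its alternatives. *Abi3* changed from 3.32 to 0.962 FPKM (-1.14, 0.0189) and *Samd4* from 9.78 to 4.04 FPKM (-1.09, 0.0189), each with 3 LKO libraries below 3 Ctrl libraries. *Abi3* lost an adjusted p under 0.05 without Ctrl 2 (0.084) or LKO 3 (0.176), with 0.0167 to 1.0 over its alternatives, and *Samd4* without Ctrl 2 (0.135), LKO 1 (0.0755), LKO 2 (0.0757) or LKO 3 (0.176), with 0.0059 to 0.372. Both also lost it without a filter, with ordinary variances, alone or with quantile normalization, with all 24 libraries in 1 fit and with a block for the replicate number, and *Samd4* with the deposited TPM. *Abi3* overlaps *Phospho1* and *Gngt2* on the opposite strand and *Samd4* overlaps *Gm10371*, so both are uncertain to that extent. As 5 of the 10 splits of the 6 libraries gave as many genes at an adjusted p, grouping by chance cannot be told apart from an effect of genotype for these genes, 3 mice per group being too few.

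The glucocorticoid list was higher in LKO GM, with a mean log2 fold change of 0.43, 13 of 18 genes higher and overlapping libraries (camera, adjusted p 8.8e-08), and in hypothalamus, with 0.38, 13 of 20 and no overlap (3.9e-08). Over the alternatives with the preset correlation the adjusted p ran 4.7e-16 to 0.00158 and 5.4e-12 to 0.0879, the highest for hypothalamus coming with a mean of at least 5 FPKM, and with an estimated correlation and fry it was 0.12 and 0.168 in GM and 0.102 and 0.0937 in hypothalamus. Over the list alone 4 and 10 genes passed 0.05, all higher but 1 of the 10, against 0 and 0 over all genes (6 and 11 at an unadjusted p under 0.05). *Zbtb16*, *Angptl4* and *Mt2* belong to it, whereas *Pdk4* and *Acer2* do not. A glucocorticoid response shared by liver, iWAT and GM is a candidate explanation of the rise of *Pdk4* and *Acer2*, but in liver camera gave the list an adjusted p of 0.995 (0.141 to 0.993 over its alternatives with the preset correlation). It stays open there, because the list's mean was 1.17 with 13 of 18 genes higher and no overlap (0.76 after median-ratio scaling), and 13 of its genes passed 0.05 over the list alone, 10 higher and 3 lower (9 and 3 over all genes), while camera ranks it against a background that is itself shifted. Corticosterone, handling and time of dissection were not tested.

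*Egr1* and *Txnip*, singled out after their values were seen, were the other 2 genes higher in liver, iWAT and GM. The log2 fold changes of *Egr1* were 2.82, 0.69 and 0.91 (adjusted p 3.5e-04, 0.263 and 0.578; 4.0e-08 to 0.0215, 0.080 to 0.581 and 0.156 to 1.0 over the alternatives), with 3 LKO above 3 Ctrl libraries in each. Those of *Txnip* were 1.62, 0.59 and 0.88 (0.00362, 0.318 and 0.285; 3.1e-06 to 0.0423, 0.111 to 0.669 and 0.0664 to 0.742), with overlap in iWAT only, and its span overlaps *Gm15441* on the opposite strand. In liver the shift of all genes leaves 2.47 and 1.19 after median-ratio scaling. What else could raise both in 3 tissues, such as handling, was not tested, and the number of genes raised in the 3 tissues at once was as high in 1 of 100 regroupings, the real one, a test that takes the tissues as independent and leaves grouping by chance open if they came from the same mice.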

How the results depend on the processing

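Of the fits in this part, 12 that cross a choice of genes, quantile normalization or none, and a shared or separate variance were chosen after the values were seen. For the 40 counts, interactions and list tests, the other alternatives gave 703 values. Of these 563 kept the direction and the side of 0.05, or stayed within 1.5 times the count, 39 no longer passed 0.05, 7 passed it where the reported value had not, 32 turned direction and 62 were counts that moved beyond 1.5 times. The 4 interaction tests and the lists of the mitochondrial unfolded protein response in liver and of insulin and PI3K-AKT signaling in iWAT changed under none of the alternatives run for them. The first list was not called (camera, adjusted p 0.693), with a mean log2 fold change of 0.51 over 15 genes, and 8 of its genes passed 0.05 when adjusted over the list alone, all higher, against 7 over all genes. Where a changed result below is given without a reason, the cause was not tested.

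The counts at an unadjusted p depended on the settings in every tissue. In the order liver, iWAT, GM and hypothalamus, a limit of 2-fold, which can only lower them, gave 1090, 70, 25 and 14. A mean of at least 5 FPKM, which tests fewer genes, gave 1915 in liver, 61 in GM and 27 in hypothalamus, and the deposited TPM 4956, 155 and 89. In liver quantile normalization gave 1924, and together with ordinary variances 1617, with 48 in GM and 19 in hypothalamus. Ordinary variances alone gave 57 and 21 in GM and hypothalamus, and a pseudocount of 0.1 178 and 86, the cause of which was not tested. Leaving out 1 library in turn gave 1937 to 3914 genes in liver (the lowest without LKO 3), 297 to 608 in iWAT (608 without Ctrl 1, 600 without LKO 1), 81 to 201 in GM (201 without LKO 1, 171 without Ctrl 2), with more genes lower than higher in LKO mice without iWAT Ctrl 1, GM LKO 1 or GM Ctrl 2 where the reported counts have more higher, and 34 to 69 in hypothalamus. With all genes kept and a separate variance in each group, the counts were 1325, 251, 36 and 17 with quantile normalization, the same as with the genes above 0 in any library, and 235, 40 and 16 outside liver without it. A shared variance gave 1755 in liver, 51 in GM (50 among genes above 0 in any library) and 20 in hypothalamus with quantile normalization, and 58 and 23 in GM and hypothalamus without. Restricted to genes above 0 in every library, the counts were 1290, 250, 34 and 17 with quantile normalization and separate variances, 2080, 234, 38 and 16 with separate variances alone, 1707, 47 and 20 in liver, GM and hypothalamus with quantile normalization and a shared variance, and 56 and 23 in the last pair without it. These 12 fits were chosen after the values were seen.

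Among the counts at an adjusted p, the 3006 of liver became 1776 with a mean of at least 5 FPKM, 4822 with the deposited TPM, 1920 with median-ratio scaling, 1675 with quantile normalization, 1499 with ordinary variances, 853 with the last pair together and 1067 at 2-fold, and 1343 to 3907 without 1 library (1343 without LKO 2, 1715 without LKO 3, 1781 without Ctrl 2, 1786 without Ctrl 3). In iWAT, where 0 passed against 399 at an unadjusted p, 14 passed with median-ratio scaling, 14 with quantile normalization and 317 with all 24 libraries in 1 fit, and 0 to 106 without 1 library (106 without LKO 1, 1 without Ctrl 2). In GM, with 0 against 98, 22 passed with all 24 libraries in 1 fit, and 0 to 13 without 1 library (13 without LKO 1, 3 without LKO 3, 1 without Ctrl 2, 1 without Ctrl 3). The 3 of hypothalamus became 1 with the deposited TPM, 9 with all 24 libraries in 1 fit, 0 without a filter (44 unadjusted), 0 with ordinary variances (21), 0 with these and quantile normalization (19) and 0 with a block for the replicate number (48), and 0 to 9 without 1 library (9 without Ctrl 1, 8 without Ctrl 3, 5 without LKO 1, 5 without LKO 2, 0 without LKO 3 with 44 unadjusted). The single fit of all libraries has more degrees of freedom than a fit of 6. The cause of the other changes was not tested.

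The replicate numbers were checked for pairing by the correlation, across genes, of the Ctrl and LKO library of the same number after each group's mean was taken off, genes not being independent replicates. It was 0.15, 0.03 and 0.04 in liver, 0.30, -0.12 and 0.20 in iWAT, 0.35, 0.05 and 0.16 in GM and -0.13, 0.14 and 0.09 in hypothalamus, so the numbers were not taken to pair the mice, and the count of 0 with a block says nothing on the size of the effects.

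The 6 libraries of a tissue can be split into 3 and 3 in 10 ways, so that the share of splits is never under 0.1 and cannot by itself exclude grouping by chance in a single tissue. In liver the real split alone, 1 of the 10, gave as many genes at an unadjusted p, and 1 of the 10 at an adjusted p, the highest of the other counts being 202 and 0. Simulated data without any change gave 95 and 0 in liver, so noise drawn independently for each gene and library does not account for its counts. Variation shared by many genes of a library was not simulated and stays open. A trait that happens to part the mice as genotype does would be met by 1 split in 10. In iWAT 1 of the 10 splits gave as many genes unadjusted. In GM 3 of the 10 did, the others being 117 with Ctrl 2, LKO 2 and LKO 3 on one side and 238 with Ctrl 3, LKO 2 and LKO 3, and in hypothalamus 2 of the 10, the other with 84. At an adjusted p 5 of the 10 splits reach the 3 genes of hypothalamus, so that these 3 did not stand out from other groupings. A count of 0, as in iWAT and GM, is reached by all 10 splits whatever the data hold, which tests nothing. For the genes higher in liver, iWAT and GM together, 1 of 100 regroupings drawn at random within the tissues, the real one, gave as many as 4. Drawing each tissue apart takes the tissues as independent. If they came from the same mice, which the labels do not say, a grouping would be shared and only 10 joint splits exist, so grouping by chance stays open here too. The number of these genes was 2 with a mean of at least 5 FPKM, 2 with ordinary variances, 2 with these and quantile normalization and 8 with the deposited TPM, and 2 to 9 without 1 library (2 without iWAT Ctrl 1 or iWAT LKO 3, 9 without GM LKO 1); the cause was not tested. A camera p as small came from 8 of the 10 splits for glycolysis, 1 of the 10 for steroid hormones (another split gave 1.9e-16), and 2 of the 10 for the thermogenic list and for the PPAR targets, where another split gave 6.3e-11 and 4.6e-09. A small camera p at the preset correlation is therefore no measure of how rarely a grouping gives it.

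With a correlation estimated from the data no list passed an adjusted p of 0.05. In liver the values were 0.0973 for steroid hormones, 0.996 for ATF4 targets, 0.145 for transcription factors of lipid metabolism, 0.919 for the ER unfolded protein response, 0.75 for cell cycle and 0.0528 for male-biased transcripts. In iWAT they were, for thermogenic genes, PPAR targets, fatty acid oxidation, oxidative phosphorylation, cAMP and glucocorticoid targets in that order, 0.39, 0.39, 0.472, 0.607, 0.39 and 0.607, and for glucocorticoid targets in GM and hypothalamus 0.12 and 0.102. With fry the same 8 gave, in the same order, 0.246, 0.143, 0.254, 0.517, 0.143, 0.537, 0.168 and 0.0937. Fry tests a list against no change and not against the other genes, and in liver it gave upward calls for serine and 1C (0.00618), glutamine (0.048), fatty acid oxidation (0.048) and female-biased transcripts (0.00302), upward values above 0.05 for glycogen (0.0995), gluconeogenesis (0.20), oxidative phosphorylation (0.0995) and the ER response (0.843), and 0.69 for the lipid transcription factors.

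Of the other list results at the preset correlation, with adjusted p-values in brackets, a mean of at least 5 FPKM turned glycolysis (0.819), serine and 1C (0.398) and glutamine (0.76) to down, and all 24 libraries in 1 fit turned glycolysis (0.893). The deposited TPM turned serine and 1C (0.996) and glucocorticoid targets in liver (0.992) to down and oxidative phosphorylation (0.992) to up. Quantile normalization turned fatty acid oxidation (0.176) and oxidative phosphorylation (0.0928) to up and mitochondrial ribosomal genes (0.493) to down, and the lipid transcription factors (0.0928) lost their call. Without a filter fatty acid oxidation (0.975) and oxidative phosphorylation (0.929) turned to up. Median-ratio scaling turned mitochondrial ribosomal genes to down (0.0245) and called oxidative phosphorylation down (5.3e-06) and female-biased transcripts up (0.027), and a mean of at least 5 FPKM called gluconeogenesis down (0.00931). The ER response lost its call with that mean (0.106), the TPM (0.0674), quantile normalization (0.493), scaling (0.0879) and no filter (0.105), glucocorticoid targets in iWAT with the TPM (0.0565) and no filter (0.0559), and those in hypothalamus with the mean of at least 5 FPKM (0.0879). For the iWAT lymph node list a mean of at least 5 FPKM left no genes and gave no value. The cause of these changes was not tested.

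Leaving out 1 library in turn gave adjusted p-values of 0.146 to 1.0 for serine and 1C (down without Ctrl 2, LKO 1, LKO 2 or LKO 3), 0.689 to 1.0 for glutamine (down without Ctrl 1, LKO 1, LKO 2 or LKO 3), 0.594 to 0.993 for fatty acid oxidation and 0.165 to 0.993 for oxidative phosphorylation (both up without Ctrl 1), 0.628 to 0.993 for glucocorticoid targets in liver (down without Ctrl 1), 0.545 to 0.984 for mitochondrial ribosomal genes (down without Ctrl 2, 0.712), 0.0333 to 0.349 for gluconeogenesis (called down without Ctrl 1), 2.0e-04 to 0.711 for the ER response (not called without Ctrl 2, 0.17, LKO 2, 0.175, or LKO 3), 1.8e-06 to 0.0507 for thermogenic genes (not called without LKO 1), 0.414 to 0.914 for the lymph node list (up without Ctrl 2, 0.753, or LKO 2) and 0.00104 to 0.213 for glucocorticoid targets in iWAT (not called without Ctrl 1, LKO 2, 0.205, or LKO 3, 0.0736). With fewer libraries such fits also have less power, and what else moved these values was not tested.

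For the named genes, 2403 fits gave the same call in 2154, a weaker one in 198, a stronger one in 39 and another direction in 12. The last were near 0 in the reported fit for *Srebf2* in liver, with log2 fold changes of 0.12 for the deposited TPM and -0.12 to 0.056 without 1 library, for *Acer2* in hypothalamus, with -0.049 to 0.070 without 1 library, and for *Gadd45gip1* in GM, with -0.11 to 0.11. *Hspa5* and *Hsp90b1* in liver turned to -0.11 and -0.18 with median-ratio scaling, which takes off the shift of all genes, and *Hsp90b1* went from -0.036 to 0.50 without 1 library, the lowest without LKO 1. Transcripts near 0 FPKM, such as *Gdf15* and *Fgf21* outside the liver, were not tested there, and a small change at such levels may be missed. How small a change could be seen was not tested.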

Differences from the paper's values

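The scan of settings for the test behind Table S2 was chosen only after the counts had been seen. In liver the unadjusted criterion gave 3168 genes against the paper's 1325. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with a mean of at least 5 FPKM (1915), quantile normalization (1924), quantile normalization with ordinary variances (1617), without LKO 3 (1937) and a limit of 2-fold (1090), and did not with a pseudocount of 0.1 (3902), no filter (3433), the deposited TPM (4956), median-ratio scaling (2123), ordinary variances (2692), all 24 libraries in 1 fit (3192), a block for the replicate number (3210), without Ctrl 1 (3111), without Ctrl 2 (2963), without Ctrl 3 (2974), without LKO 1 (3914) and without LKO 2 (2561). In iWAT it was 399 against the paper's 251, the gap closing with a mean of at least 5 FPKM (278), ordinary variances (282), quantile normalization with ordinary variances (294), without LKO 2 (352) and without LKO 3 (297) and staying with a pseudocount of 0.1 (589), no filter (404), the deposited TPM (567), median-ratio scaling (404), quantile normalization (401), all 24 libraries in 1 fit (458), a block for the replicate number (433), without Ctrl 1 (608), without Ctrl 2 (391), without Ctrl 3 (405), without LKO 1 (600) and a limit of 2-fold (70).

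In GM 98 genes passed, and the paper's count is 36. The alternatives set before the data were examined that closed this gap were quantile normalization with ordinary variances (48) and a limit of 2-fold (25), and those that did not were a pseudocount of 0.1 (178), no filter (102), a mean of at least 5 FPKM (61), the deposited TPM (155), median-ratio scaling (101), quantile normalization (97), ordinary variances (57), all 24 libraries in 1 fit (144), a block for the replicate number (145), without Ctrl 1 (82), without Ctrl 2 (171), without Ctrl 3 (100), without LKO 1 (201), without LKO 2 (93) and without LKO 3 (81). In hypothalamus the count was 46 and the paper's 17, with the gap closed by ordinary variances (21), quantile normalization with ordinary variances (19) and a limit of 2-fold (14) and left by a pseudocount of 0.1 (86), no filter (44), a mean of at least 5 FPKM (27), the deposited TPM (89), median-ratio scaling (46), quantile normalization (45), all 24 libraries in 1 fit (56), a block for the replicate number (48), without Ctrl 1 (69), without Ctrl 2 (62), without Ctrl 3 (55), without LKO 1 (53), without LKO 2 (34) and without LKO 3 (44).

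Of 14 more settings chosen after seeing the values, 12 on log2(FPKM + 1) gave counts. Among these 12, chosen after seeing the values, 2 gave the paper's counts of 1325, 251, 36 and 17 genes exactly, namely log2(FPKM + 1) with quantile normalization and a test with a separate variance in each group, over all genes or over those above 0 in any library. With all genes that setting gave the fold changes of Table S2 with a median relative deviation of 1.2e-06 in liver, 1.4e-06 in iWAT, 1.3e-06 in GM and 1.2e-06 in hypothalamus. Of the other 10 with counts, chosen after seeing the values too, all came within 1.5 times the paper's count in iWAT and hypothalamus, those with quantile normalization did in liver, and those with quantile normalization or separate variances did in GM. The 2 settings on untransformed FPKM, chosen after seeing the values too and not used for counts, gave a median relative deviation of the fold changes of 0.36 in liver, 0.10 in iWAT, 0.37 in GM and 0.20 in hypothalamus. The setting that gave the counts applies no correction for the number of genes tested.

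The paper reports transcripts of browning and fatty acid oxidation as raised in iWAT. None of the 7 had an adjusted p under 0.05 here, and the groups overlapped for *Ucp1*, *Dio2*, *Cidea*, *Cox7a1* and *Cpt1b* (log2 fold changes 2.01, 0.70, 0.88, 1.17 and 1.32). Of the 7, *Ppara* alone passed the unadjusted criterion (adjusted p 0.209), and with all 24 libraries in 1 fit its adjusted p was 0.0076, with 0.0076 to 0.491 over its alternatives. *Cd36* rose by 0.47 (adjusted p 0.162), under the limit of 1.5-fold. The paper's own p-values in Table S2 are 0.221 for *Ucp1*, 0.202 for *Dio2*, 0.248 for *Cidea*, 0.264 for *Cox7a1*, 0.102 for *Ppara* and 0.20 for *Cpt1b*. The paper also reports elevated UCP1 and CREB phosphorylation in iWAT and quantitative PCR of *Ucp1* and *Cpt1a/b* there. Those measurements are not analysed here.

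*Foxo3* and *Srebf2* are among the transcription factors the paper gives as lower in LKO livers. Here *Foxo3* changed by -0.20 on the log2 scale with overlap (adjusted p 0.264). It was called lower with median-ratio scaling (-0.58, adjusted p 0.00672), quantile normalization (0.00762) and quantile normalization with ordinary variances (0.0291), and not with the others (0.00672 to 0.593 over all). *Srebf2* changed by -0.00 (adjusted p 0.986), and no alternative called it, the nearest being median-ratio scaling (-0.42, adjusted p 0.0577, with 0.0577 to 0.988 over all).

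For the liver gene sets the paper gives as increased, the hand-written lists were not called upward by camera, with adjusted p-values of 0.995 for glycolysis, 0.995 for glutamine, 0.995 for serine and 1C, 0.557 for glycogen and 0.796 for fatty acid oxidation. The fry test, set before the data were examined, called glutamine (0.048), serine and 1C (0.00618) and fatty acid oxidation (0.048) upward, and did not call glycolysis (0.0624) or glycogen (0.0995). No other alternative called any of the 5 upward. The paper also reports PI3K-AKT signaling as enriched in iWAT, where the hand-written list gave 0.435 and no alternative called it. Besides transcripts, the paper measured higher insulin-stimulated AKT phosphorylation in iWAT and eWAT, which RNA does not show. The published gene sets were not used here, so these are other lists of the same processes.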

Other observations

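Of the tests in this part, those on the share of the most abundant genes, on blood, on lymph node and on the *Hbb* copies were chosen only after the result was seen, and those on the steroid list without sex-biased genes, on monocytes, on the share of hepatocytes and on the *Rps27* and *Atp6v0c* copies after Table S2, made by the authors from the same libraries, had been read.

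On the deposited scale far more liver transcripts were higher than lower in LKO mice, and the median log2 fold change of all tested genes was 0.33. Deeper Ctrl libraries are excluded as the source. The median of the 1000 most abundant genes was 0.0935, as depth alone would give, but without the deepest Ctrl library the median of all genes was 0.35, and each Ctrl library had more genes at 0 (at least 8527) than each LKO library (at most 8364), the reverse of what greater depth brings. A smaller part of the LKO libraries taken up by a few abundant genes cannot be told apart from a broad rise of other transcripts. The 50 most abundant genes held at most 40.2% of the FPKM in an LKO library and at least 43.5% in a Ctrl library. Their shares alone would raise the rest by 0.23 on the log2 scale, against the shift of 0.33, and with median-ratio scaling, which brings the median of all genes near 0 by construction, the 1000 most abundant genes lay at -0.35. Without an absolute measure of RNA per cell, FPKM do not settle it.

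The thermogenic list was higher in LKO iWAT with overlapping libraries. Muscle in the dissected depots is excluded as the whole of its source. LKO 1 and LKO 3 had muscle means of 3.13 and 2.35, each below those of Ctrl 1 and Ctrl 2. They kept the list higher without LKO 2, as given below. Ctrl 3 went the other way, with a muscle mean of 2.82, below that of LKO 1, and the lowest thermogenic mean (2.22). Within Ctrl the muscle means ranked as the thermogenic means did, and within LKO in reverse. Over all libraries the mean of 14 muscle markers, 13 of them expressed, differed by -0.0185, with the highest means in Ctrl 1 (5.39) and LKO 2 (5.85), *Acta1*, the most abundant, averaging 73.4 FPKM in Ctrl and 106 FPKM in LKO. That 1 LKO library carries the list is excluded too, as the mean log2 fold change kept 0.878 of its value without LKO 1, 1.13 without LKO 2 and 0.684 without LKO 3. A single Ctrl library weighed more, with 0.588 left without Ctrl 3, 1.03 without Ctrl 2 and 1.4 without Ctrl 1. Grouping by chance cannot be told apart from genotype here, since 2 of the 10 splits gave a camera p as small. Lymph node in some iWAT depots cannot be told apart from a change in immune transcripts there, the markers being near the floor and 6 libraries too few. The 9 B cell and 9 T cell markers, parted after the list mean was seen, ranked the 6 libraries with a Spearman correlation of -0.257 (n = 6), where lymph node would rank them alike, and the mean of the 25 markers, 8 of them expressed, differed by -0.03 with overlap (*Cd2*, the most abundant, at 2.48 FPKM in Ctrl and 2.34 FPKM in LKO). As a list of 8 tested genes it gave an adjusted p of 0.814 with camera (mean -0.05, 0 genes under 0.05 over all genes and 0 over the list alone, 1 unadjusted).

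Red cell transcripts were higher in LKO iWAT. The mean of the 8 blood markers, 5 of them expressed, was 1.05 higher (3.44, 4.27 and 3.99 in Ctrl, 4.96, 5.19 and 4.71 in LKO; exact permutation test, p = 0.10), *Hba-a2*, the most abundant, averaging 488 FPKM in Ctrl and 880.2 FPKM in LKO. The test as first set asked that all members rise, and *Hbb-bs* fell while its near-identical copy *Hbb-b1* rose. With copies summed, 4 of 4 measures were higher in every LKO library, *Hbb-b1* plus *Hbb-bs* 1.86-fold, *Hba-a1* plus *Hba-a2* 1.83-fold, *Hbb-b2* 1.91-fold and *Alas2* 2.29-fold. Blood left in the tissue may explain it, but more vessels in LKO fat or a chance difference of 3 mice cannot be told apart from it. For the fall of *Hbb-bs* alone, reads split differently between the copies stay open, the test having been written on the genes that showed it. The blood means overlapped in liver (difference 0.34), GM (0.40) and hypothalamus (-0.49).

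Reads split between near-identical copies may explain 2 pairs among the changed transcripts. In GM the sum of *Rps27* and *Rps27rt* was 354, 327 and 259 FPKM in Ctrl and 367, 310.0 and 297 FPKM in LKO, with overlap and a ratio of the means of 1.04. In hypothalamus the sum of *Atp6v0c* and *Atp6v0c-ps2* was 539, 570.0 and 624 FPKM in Ctrl and 569.9, 548 and 567 FPKM in LKO, with a ratio of 0.972.

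The fall of the steroid hormone list in LKO liver is not only that of the sex-biased transcripts listed here. Without the 14 genes of its full list that are on the male-biased or female-biased list, 39 tested genes were left. Their mean log2 fold change was -0.55, with 11 of them higher in LKO mice (camera, p 6.6e-18). A loss of the listed male-biased transcripts is therefore excluded as the whole of it. Sex-biased genes on neither list may be among the 39, so a wider loss of male-biased transcripts stays open. The camera p is no measure of rarity, as another split of the libraries gave the whole list 1.9e-16.

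Immune transcripts among the secreted proteins were higher in LKO liver. More monocytes and neutrophils may explain them, and by transcripts alone cannot be told apart from a change within the cells already there. From cell sorting, the paper proposes about a 3-fold rise of infiltrating monocytes, more neutrophils and fewer resident Kupffer cells in LKO livers. By that measure these cell types did not change alike. The mean of the 12 monocyte markers, 5 of them expressed in liver, was 0.643 higher and that of the 11 neutrophil markers, 3 of them expressed, 0.43 higher, with every LKO library above every Ctrl library (exact permutation test, p = 0.10 for each), but *Fn1*, the most abundant monocyte marker and one that liver expresses, went from 256 to 220.4 FPKM while *Lyz2* went from 49.5 to 140.3 FPKM and *S100a9* from 0.862 to 4.67 FPKM, and published changes of some of these markers had been read. A lower share of hepatocytes, which would raise all other cell types alike, stays open as well. The tested Kupffer cell markers had a median log2 fold change of 1.2 over 10, the monocyte ones 1.21 over 5 and the neutrophil ones 1.62 over 3, which is close for the first pair, while the list means moved apart (1.19 for the 10 Kupffer cell markers, all 10 expressed, *Xbp1* the most abundant) partly because many monocyte and neutrophil markers lie near 0 FPKM. The shift of all genes adds to each of these values.

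Liver transcripts were present in the other tissues. For the 17 liver markers, of which 8 were expressed in iWAT and 4 in hypothalamus, the lowest Spearman correlation with liver over the libraries of a tissue (n = 17 genes) was 0.434 in GM, -0.0811 in iWAT and 0.317 in hypothalamus. RNA from liver may be part of it and cannot be told apart from expression in the tissue, since tissues such as fat make some of these transcripts, *Hp* averaging 2828 FPKM in Ctrl and 1487 FPKM in LKO iWAT. *Alb* was at 23.8, 13.1 and 12.8 FPKM in Ctrl and 35.2, 46.9 and 49.2 FPKM in LKO iWAT, and at 0.0657, 0.301 and 11 FPKM in Ctrl and 0.572, 1.14 and 0.832 FPKM in LKO hypothalamus. *Mup19*, named in Figure 4C, changed from 15 to 0.366 FPKM in iWAT (log2 fold change -3.41, adjusted p 0.0734, 9.0e-06 to 0.245 over its alternatives, under 0.05 with median-ratio scaling, quantile normalization, all 24 libraries in 1 fit and without LKO 1), and its span overlaps *Gm2083* on the same strand. Differences of the liver marker means were -0.56 in liver, 0.47 in iWAT, -1.23 in GM and -0.40 in hypothalamus, overlapping outside liver.

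Lists not reported beside a statement of the paper gave these values. In liver nuclear-encoded oxidative phosphorylation (77 genes) had a mean log2 fold change of 0.17 with 69 genes higher and overlapping libraries, and -0.26 after median-ratio scaling (camera, adjusted p 0.586, 5.3e-06 to 0.993 over the alternatives with the preset correlation), with 8 genes under 0.05 over all genes, all higher, 0 over the list alone and 19 at an unadjusted p. Mitochondrial ribosomal genes (77) had 0.28 with 70 higher and no overlap, and -0.14 after scaling (0.995, 0.0245 to 0.984), with 20 genes, all higher, 0 and 31. The ER unfolded protein response (14) had 0.04 with 6 higher and overlap, and -0.39 after scaling, and ranked down (0.0473, 2.0e-04 to 0.711), with 0, 0 and 0 genes, and its direction turned with the fry test. In iWAT oxidative phosphorylation (77) had 0.12, 66 higher and overlap (8.3e-06, 1.7e-21 to 0.0348), with 0 genes over all genes, 0 over the list alone and 2 unadjusted, and the glucocorticoid list (20) had 0.30, 14 higher and overlap (0.0229, 0.00104 to 0.213, not called without Ctrl 1, LKO 2 or LKO 3), with 0, 0 and 6 genes. The fry test called neither (0.517 and 0.537).

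Of the marker lists without a claim, the 13 mammary markers, of which 1 is expressed in iWAT, had means of 0.21, 0.21 and 0.25 in Ctrl and 0.93, 1.15 and 0.19 in LKO iWAT, and 6 expressed in liver were part of a mean 0.52 higher in LKO liver. The 25 lymph node markers, 9 of them expressed in GM, had means of 0.95, 0.94 and 0.09 in Ctrl and 2.13, 0.09 and 0.08 in LKO GM. The 11 neutrophil markers, 5 of them expressed in iWAT, had means of 0.52, 0.70 and 0.70 in Ctrl and 1.30, 1.03 and 1.11 in LKO iWAT, *S100a9*, the most abundant, averaging 1.11 FPKM in Ctrl and 6.3 FPKM in LKO, while the monocyte means overlapped there (difference -0.21). Smaller differences without overlap were those of the lymph node markers in liver (0.23) and hypothalamus (-0.06), the choroid markers in iWAT (0.22) and the muscle markers in hypothalamus (0.19), each of which has a 10% chance with no effect.

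For transcripts measured by the paper with quantitative PCR, the libraries gave these log2 fold changes, with limma's adjusted p in brackets. In liver they were *Lonp1* 1.51 (0.0259), *Hspd1* 0.93 (0.0182), *Dnaja3* 0.73 (0.0525), *Slc2a1* 0.98 (0.0658), *Atf4* 0.49 (0.12), *Usp30* 0.41 (0.0864), *Hspa5* 0.33 (0.0993), *Htra2* 0.18 (0.39), *Clpp* 0.14 (0.456), *Xbp1* 0.12 (0.478), *Tfam* 0.10 (0.412) and *Slc2a2* -0.00 (0.994), without overlap of the groups for *Lonp1*, *Hspd1*, *Dnaja3*, *Slc2a1* and *Tfam*. In iWAT they were *Cpt1a* 0.51 (0.39), *Acadvl* 0.32 (0.398), *Fgfr1* 0.05 (0.93), *Slc2a4* 0.04 (0.956), *Acadm* 0.03 (0.944), *Adipoq* 0.01 (0.986), *Klb* -0.22 (0.569) and *Pparg* -0.63 (0.13), without overlap for *Pparg*. By quantitative PCR the paper gives *Glut4* (*Slc2a4*), *Cpt1a*, *Acadm* and *Acadvl* as increased in iWAT and β-klotho (*Klb*) as high. In these libraries *Cpt1a* and *Acadvl* went the same way, whereas *Slc2a4* and *Acadm* hardly differed. *Klb* was lower, at -0.33 to -0.06 over its alternatives. *Lonp1* and *Hspd1* had adjusted p-values of up to 0.137 and 0.0798 over their alternatives. Both lost an adjusted p under 0.05 with median-ratio scaling (0.0531 and 0.0519) and with ordinary variances, with or without quantile normalization, and also without Ctrl 1 (0.0716), Ctrl 2 (0.0774), Ctrl 3 (0.0789), LKO 2 (0.0911) or LKO 3 (0.0538) for *Lonp1* and without Ctrl 1 (0.0534), Ctrl 2 (0.0686), Ctrl 3 (0.0624) or LKO 2 (0.0723) for *Hspd1*.

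Among the other iWAT transcripts marked in Figure 4C, *Lipg* (1.32, adjusted p 0.093), *Rbp7* (1.78, 0.109), *Tbx3* (0.91, 0.156), *Gpr182* (0.69, 0.163) and *Lcn2* (1.24, 0.172) were higher in LKO mice and *Fgf18* (-0.86, 0.129) and *Lep* (-1.29, 0.204) lower, as log2 fold changes, each without overlap of 3 against 3. Without LKO 1 the adjusted p was 0.046 for *Rbp7*, 0.046 for *Tbx3* and 0.0396 for *Lep*, with 1.0e-04 to 0.356, 0.0063 to 0.425 and 0.0396 to 0.521 over their alternatives. With all 24 libraries in 1 fit it was under 0.05 for *Lipg* (9.0e-06), *Lcn2* (0.0317) and *Fgf18* (0.00188) too, whose alternatives ranged up to 0.261, 0.42 and 0.386, and no alternative called *Gpr182*. A group order without overlap has a 10% chance in each gene with no effect.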
